# Comparing reference-based RNA-Seq mapping methods for non-human primate data

**DOI:** 10.1186/1471-2164-15-570

**Published:** 2014-07-07

**Authors:** Ashlee M Benjamin, Marshall Nichols, Thomas W Burke, Geoffrey S Ginsburg, Joseph E Lucas

**Keywords:** RNA-Sequencing, Genomics, Mapping

## Abstract

**Background:**

The application of next-generation sequencing technology to gene expression quantification analysis, namely, RNA-Sequencing, has transformed the way in which gene expression studies are conducted and analyzed. These advances are of particular interest to researchers studying organisms with missing or incomplete genomes, as the need for knowledge of sequence information is overcome. *De novo* assembly methods have gained widespread acceptance in the RNA-Seq community for organisms with no true reference genome or transcriptome. While such methods have tremendous utility, computational cost is still a significant challenge for organisms with large and complex genomes.

**Results:**

In this manuscript, we present a comparison of four reference-based mapping methods for non-human primate data. We utilize TopHat2 and GSNAP for mapping to the human genome, and Bowtie2 and Stampy for mapping to the human genome and transcriptome for a total of six mapping approaches. For each of these methods, we explore mapping rates and locations, number of detected genes, correlations between computed expression values, and the utility of the resulting data for differential expression analysis.

**Conclusions:**

We show that reference-based mapping methods indeed have utility in RNA-Seq analysis of mammalian data with no true reference, and the details of mapping methods should be carefully considered when doing so. Critical algorithm features include short seed sequences, the allowance of mismatches, and the allowance of gapped alignments in addition to splice junction gaps. Such features facilitate sensitive alignment of non-human primate RNA-Seq data to a human reference.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-570) contains supplementary material, which is available to authorized users.

## Background

For the past decade, microarray gene expression data has revolutionized all areas of life science - allowing quantification of thousands of genes in several samples simultaneously, and paving the way for countless research studies. With the advent of RNA-Seq data, researchers now have the ability to perform untargeted gene expression analysis via next generation sequencing (NGS) technology, obtaining qualitative sequence information as well as quantitative gene expression data. RNA-Seq provides a comprehensive gene expression profile of each sample – with the potential to quantify and annotate all genes and isoforms. This untargeted approach proves particularly useful when quantifying gene expression in polymorphic cell lines and in organisms with a nonexistent or provisional reference genome where the sequence of features to be quantified is unknown [1, 2]. Due limited availability of genomic resources for under-characterized species, RNA-Seq is a popular method of choice for transcriptome analyses. We present a comparison of reference-based mapping methods for RNA-Seq data originating from Non-Human Primates (NHPs), and their implications in downstream differential expression analysis.

### Mapping and assembly

RNA-Seq obtains gene expression estimates by assigning next-generation sequencing (NGS) reads to transcripts, either by mapping to a reference sequence, or assembling into contiguous stretches of sequence data (contigs) utilizing overlapping sequence amongst the reads themselves. These methods are termed reference-based alignment approaches, and *de novo* assembly approaches, respectively. Reference-based alignment and *de novo* assembly each have advantages and disadvantages. The optimal strategy likely depends on the experimental design and available genomic and computational resources. Reference-based approaches are far less computationally intensive than *de novo* approaches, and are well-suited for detection of low abundance transcripts [3]. However, reference-based mapping relies on the availability and accuracy of a reference sequence. Mapping approaches must also handle reads with more than one potential mapping location. Such uncertainty can arise from paralogous gene families, repetitive sequences, and shared exons of alternatively spliced transcripts [4]. Conversely, *De novo* assemblers have the advantage of not requiring a reference sequence. This allows discovery of transcripts not present in a reference genome or transcriptome. *De novo* assemblers overcome challenges caused by mapping uncertainty, as well as long introns that may be missed by reference-based mapping methods. While the freedom from a reference sequence is appealing, *de novo* assemblers require large amounts of computational resources and assembly time. In addition, deeper sequencing is needed for adequate *de novo* transcript assembly than is required by reference-based approaches [3]. *De novo* assembly can be very useful for organisms with no reference genome, but due to its computational demands is most commonly used in cases of small genomes such as bacteria, archaea, and lower eukaryotes [3]. In the case of large and complex transcriptomes, such as plants and mammals, reference-based mapping methods can overcome the computational and isoform-resolving challenges faced by *de novo* assemblers [3]. In general, reference-based mapping approaches are the appropriate choice when a reliable reference genome exists. The choice becomes less clear when working with complex mammalian species with little to no genomic resources, such as under-characterized NHPs.

We propose the use of a human reference genome (or transcriptome) for reference-based mapping and expression quantification of NHP RNA-Seq data. An elegant study by Hornett et al. [2] evaluated the utility of divergent species gene sets for annotation of *de novo* assembly. When utilizing reference gene sets from divergent species, the authors found little bias in expression levels and strong correlation in gene expression up to approximately a 100 million year window. More divergent species (greater than 100 million years apart) suffered from incorrect assignment of assembled contigs to genes. The authors found little difference in the number of genes having contigs assigned, when using chimpanzee, orangutan, macaque, or marmoset vs. human. In addition, the authors compared the use of *de novo* assembled transcriptomes to mapping directly to the reference predicted gene set for quantifying gene expression. When comparing the mapping of the reads directly to the predicted gene set vs. the *de novo* assemblies, the authors found that mapping to the gene set recovered expression data for more genes, and that expression levels were strongly correlated within gene sets detected by both methods [2].

In this manuscript, we examine the mapping efficacy and utility for differential expression analyses of various reference-based approaches when the reference sequence originates from a closely related species. Specifically, we utilize the human genome and transcriptome as a reference for non-human primate RNA-Seq data from yellow baboons, *Papio cynocephalus*. We compare different reference-based mapping approaches – one representative method from four different mapping method categories [5] to map to the reference genome, and two of these methods to map to the reference transcriptome as well.

### Reference-based mapping methods

Reference-based alignment methods utilize the sequence for each read (and it’s mate in paired-end data) to find potential mapping locations by exact match or scoring sequence similarity. Mapping locations indicate transcripts of origin, and the number of reads originating from a given transcript inform on how much of the transcript was present in the sample. We briefly describe four categories of reference-based mapping methods, and subsequently show the results of one representative method from each category when mapping RNA-Seq reads from yellow baboon to a human reference. A summary of the four categories and the representative methods tested in this study is shown in Table 1.

**Table 1:** **Reference-based mapping methods overview - summary of the four reference-based mapping method categories compared in this study**

Method	Reference	Method subcategory	Representative	Notes
category			method	
Unspliced	Genome or	Burrows-Wheeler	Bowtie2*	Index reference sequence, Rapidly look up candidate mapping loci.
Aligners	Transcriptome	Transform Method		Typically faster and less sensitive than Seed Methods.
		Seed Method	Stampy	Align short subsequences of reads to find candidate mapping loci,
				Narrow candidates by extending alignments. Typically slower and
				more sensitive than Burrows-Wheeler Transform Methods.
Spliced	Genome	Exon First Method	TopHat2	Align whole reads with Unspliced Aligners, Search for spliced
Aligners				alignments in remaining reads. Typically faster and less sensitive
				than Seed and Extend Methods.
		Seed and Extend Method	GSNAP	Align short subsequences of reads to find candidate mapping loci,
				Narrow candidates by extending alignments. Typically slower and
				more sensitive than Exon First Methods.

^*^Bowtie2 may be considered a hybrid BWT-Seed Method, as multiple substrings are taken from each read for the BWT lookup of candidate mapping loci, and the alignment at each candidate loci is extended.

The first major category has been referred to as “unspliced read aligners”, which align reads to a reference without allowing large gaps such as those arising from reads spanning exon boundaries, or splice junctions [6–12]. Unspliced aligners may be used to align reads to a reference transcriptome or a reference genome. Aligning to a reference transcriptome alleviates the need to handle splice junctions, but is limited to the analysis of known transcripts. When utilizing unspliced read aligners to map to a reference genome, reads may be mapped to potentially novel exons, however reads spanning splice junctions are likely to remain unmapped. Unspliced read aligners are generally divided into two subcategories based on their methodology -“seed methods” and “Burrows-Wheeler transform (BWT) methods” [5]. Seed methods align short subsequences, or seeds, from each read to a reference, requiring a perfect match in the seed subsequence. More sensitive alignment methods are then used to eliminate candidate regions where seeds cannot be extended to full read alignments. The unspliced seed method we chose to test is Stampy [11]. BWT methods create a Burrows-Wheeler index of the reference sequence and efficiently search for perfect matches. Mismatches may be allowed with an exponential increase in computational complexity. In general, Burrows-Wheeler transform methods are faster than seed methods, but seed methods provide increased sensitivity [3]. The unspliced BWT method we chose to test is Bowtie2 [12]. A similar analysis reported that when the true reference transcriptome is available BWT methods are faster with minimal differences in alignment specificity. When the reference transcriptome of a distant species is available, seed methods result in large increases in sensitivity [5]. These increases in sensitivity have also been observed when aligning reads to polymorphic regions [13].

Methods in the unspliced read aligner category are either limited by their inability to handle reads spanning splice junctions when mapping to a reference genome, or limited to known exons and splice sites when mapping to a reference transcriptome. The second major category of mapping methods, “spliced aligners”, align reads to the whole genome, with intron-spanning reads requiring large gaps. Spliced aligners accommodate junction-spanning reads by splitting them up into smaller segments and determining the best match based on alignment scores and known di-nucleotide splice signals [14–18]. The spliced aligners also fall into two major categories based on their methodology - “exon-first” methods and “seed-and-extend” methods. Exon-first methods begin by mapping whole reads to the genome using unspliced read aligners, and then search for spliced alignments with the remaining reads. Exon-first approaches are efficient, but may miss true spliced alignments when an unspliced alignment is available in a pseudogene [5]. Seed-and-extend methods break reads into seeds which are mapped to the genome, and much like seed-based unspliced aligners, candidate mapping locations are examined with more sensitive alignment methods. Iterative extension and merging of initial seeds is performed to determine the spliced alignment. As with unspliced aligners, seed-and-extend methods are slower, but more sensitive, and show improved performance when mapping reads from polymorphic samples [5]. The exon-first and seed-and-extend methods we chose to test are TopHat2 [19], and GSNAP [18], respectively.

After mapping to a reference genome, a transcriptome reconstruction step is required to appropriately assign reads to transcipts. Aligned reads spanning splice junctions are “connected”, and read counts to various isoforms of each gene are reported. This is accomplished by building a graph to represent all possible isoforms of an expressed feature. Different paths through the graph represent individial isoforms [20, 21].

We present a comparison of reference-based mapping methods for RNA-Seq data having no true reference, but that of a closely related model organism. We assess the various methods using mapping rates, mapping locations, correlation of gene expression, as well as the utility of the data for differential expression analyses. To better understand the differences between the methods, we examine more closely the default behaviors of the four mapping methods used.

Bowtie2 is a BWT-based unspliced aligner, with the recent addition of supported gapped alignments. This method may actually be considered a combination BWT and seed unspliced mapper. Bowtie2 extracts multiple substrings or seeds from each read and aligns them using a BWT approach with no gaps, then extends alignments using a Smith-Waterman-like scoring scheme. By default, seeds are 22 bp and no mismatches are allowed within the seed. Base call quality scores are incorporated by assigning more severe mismatch penalties at high-quality read positions. Gap initiation and extension penalties are also utilized, while the number and lengths of gaps within extended alignments are not restricted. Bowtie2 does not guarantee that the alignment reported is the best in terms of alignment score, and when there is more than one potential mapping location of equal score, one reported location is selected at random.

Stampy is a seed-based unspliced aligner that uses a hash table to store the locations of 15-mers in the reference sequence. For each read, candidate alignment locations are identified with a hash lookup of the 15-mers in the read, allowing for one mismatch. Candidate mapping locations are screened for sequence similarity with the read, and then full alignments are attempted at each remaining candidate location. As with Bowtie2, Stampy also considers base quality calls, and allows gaps in this alignment step. Stampy also allows the use of BWT as a “pre-mapping” step to increase speed, however the manual does not recommend this for paired-end data. For this reason, and for method-comparison purposes, we did not use the BWT option. Stampy uses a Bayesian probabilistic model to represent mapping quality, and reports the single best alignment location.

TopHat2 is an exon-first spliced read aligner that uses Bowtie2 as a base algorithm. Like the original TopHat, potential splice sites are detected within candidate alignment locations, and used in a subsequent step to align reads spanning exon-junctions. TopHat2 first maps to the transcriptome with Bowtie2. Remaining whole reads are then mapped to the reference genome, and then spliced alignments are attempted. Most of the default Bowtie2 parameters when run within Tophat2 are the same as the default standalone Bowtie2 parameters, with the exception of seed length and intervals between seeds. TopHat2 seeds within Bowtie2 are 20 bp, and the interval between seeds is longer. TopHat2 reduces alignment to pseudogenes by aligning reads preferentially to genes within provided annotation. This use of annotation by TopHat2 has been shown to increase sensitivity and accuracy of mapping. We provided TopHat2 with annotation information for this purpose. In addition to gapped alignment in the Bowtie2 step, TopHat2 also allows indels in the spliced alignment detection step.

GSNAP is a seed-extend spliced aligner that allows for long and even chromosome spanning gaps, likely resulting from gene-fusion events. GSNAP uses all 12-mers in the read to identify candidate mapping locations, not favoring positions within short reads. Alignments are extended at candidate loci, requiring that the read has a consecutive stretch of 14 nucleotides exactly matching the reference sequence. GSNAP allows multiple mismatches and long indels, but only allows one splice or indel per read. Splicing is identified in two different ways - searching surrounding sequence for splice signals, or a user-provided set of known exon-intron boundaries.

Also worth noting is each methods’ default handling of reads mapping to multiple locations. With the default parameters, TopHat2 reports the single alignment having the best alignment score. If there are multiple locations with the same optimal alignment score, TopHat2 will report up to 20 of these results. Bowtie2 by default performs a non-exhaustive search for distinct valid alignments, and then reports the single best result of the identified alignments. If there are multiple alignments with the same alignment score, a single result is selected at random. Because the search is not exhaustive, Bowtie2 does not guarantee that the alignment reported is the absolute best in terms of alignment score. Similar to Bowtie2, Stampy reports the single best alignment, selecting one result at random when more than one alignment shares the best mapping quality. GSNAP reports up to 100 valid mapping loci based on match, mismatch, and gap thresholds. As with the matching parameters, all of the reporting parameters of these mapping tools may be adjusted.

## Results and discussion

We mapped RNA-Seq reads from 57 yellow baboon (*Papio cynocephalus*) peripheral blood samples to a human reference using four different mapping methods, two of which were used to map to the reference genome and the reference transcriptome. Specifically, the six different techniques included Bowtie2 [12], Stampy [11], TopHat2 [19], and GSNAP [18] for mapping to the reference genome, and Bowtie2 and Stampy for mapping to the reference transcriptome. 

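Blood was drawn from 12 yellow baboons immediately before inoculation, and only these baseline samples (0 hours), 1 per animal, were analysed here. The paper describes peripheral blood collected in PAXgene tubes and depleted of globin transcripts, whereas the sample labels name mononuclear cells of the blood, and the values below cannot tell which is meant. The reads of each animal were mapped in 6 ways, so each animal has 6 columns of counts made from the same reads. Bowtie2-G, Stampy-G, TopHat2 and GSNAP were run on the human reference genome, and Bowtie2 and Stampy on the reference transcriptome. The authors then counted the reads assigned to each transcript with htseq-count in its intersection-nonempty mode, and the deposited values are whole-number counts with no normalization.
Every table has the same 41970 rows of human transcripts. They hold 40915 different accessions, of which 603 have several rows, and each row is counted as a transcript here. Of the rows, 34587 have an NM accession, which marks protein-coding messenger RNA, and 7383 have an NR accession, which marks non-coding RNA. The files do not pair the accessions with gene names. Total counts per animal were 12440977 to 15910139 (median 13187028) with Bowtie2, 15068267 to 18911340 (median 16132598) with Stampy and 9811143 to 13389837 (median 11143488) with Bowtie2-G. They were 12886962 to 17230407 (median 14635400) with Stampy-G, 12046242 to 15256309 (median 13469888) with TopHat2 and 7249470 to 9508757 (median 8176131) with GSNAP. The paper's Table 2 gives 30500000 to 37200000 read pairs per animal after quality control (median 35300000). Columns were matched to the animals of Table 2 by their number alone.
Where counts of a transcript were compared between methods, this number of read pairs was the library size for both methods, so a read that only 1 method assigned stays a difference in counts. Differences were tested over the 12 animals as pairs, and a p-value therefore measures how evenly a difference between 2 mappings of the same reads repeats over animals. For correlations and distances, 1 was added to each count, TMM scaling was applied within each table, and values were put on a log2 scale over the 27268 transcripts with at least 1 count in any column. The conditional quantile normalization of the paper was not repeated.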

We then assessed the utility of each mapping method with mapping rates, base mismatch rates, mapping locations, detected transcripts, correlation of gene expression estimates, and differential expression analysis results. The 57 baboon samples were taken from 12 different animals at 5 time points, where the phenotype of interest is clinical bacterial pneumonia infection (see Methods and Table 2 for more details). When mapping RNA-Seq reads from a distant NHP species to human reference sequence, we see differences in the utility of various mapping methods with respect to mapping rates, detected genes, correlation of expression values, and differentially expressed genes.

**Table 2:** **Study participants and RNA sequencing read pairs in millions before, and after pre-mapping quality control**

Participant number	Bacterial dose (CFU)	0 Hours	6 Hours	24 Hours	48 Hours	168 Hours
1	0	37.0, 36.2	44.3, 42.9	33.8, 32.9	35.5, 34.8	32.6, 32.0
2	0	34.0, 33.4	31.8, 31.1	34.6, 34.0	34.0, 32.9	35.8,35.2
3	0	31.3, 30.6	37.2, 36.5	31.1, 30.5	◯	36.8, 36.1
4	10^6^	37.8, 37.0	31.5, 31.0	36.5, 35.8	31.1, 30.6	35.8, 34.9
5*	10^7^	31.2, 30.5	35.4, 34.6	37.8, 36.9	34.0, 33.4	35.8, 35.1
6*	10^8^	36.3, 35.5	32.6, 31.7	36.1, 35.3	34.5, 33.8	34.7, 34.0
7*	10^8^	38.0, 37.2	32.4, 31.5	◯	31.0, 30.4	37.6, 36.9
8	10^8^	35.9, 35.2	35.3, 34.5	◯	31.9, 31.3	32.7, 32.0
9*	10^9^	36.2, 35.5	32.6, 32.0	36.6, 35.8	33.6, 32.9	34.8, 34.1
10*	10^9^	34.5, 33.8	33.3, 32.8	37.6, 36.6	36.2, 35.5	34.3, 33.7
11*	10^9^	35.4, 34.7	35.5, 34.7	31.9, 31.3	35.6, 34.5	30.1, 29.5
12*	10^9^	36.2, 35.4	35.4, 34.8	34.8, 34.1	30.9, 30.3	35.2, 34.6

^*^Participant met clinical criteria for pneumonia at 48 hours. **◯** - Failed RNA quality test (was not sequenced).

### Mapping statistics

For each of the mapping methods, we computed the average and standard deviation of several mapping statistics across the 57 samples. Table 3 shows a summary of these mapping statistics. We first examine overall mapping rates and locations of the four methods, illustrated in Figure 1. Examining the overall mapping rates, we see that GSNAP obtains the lowest mapping rates, ranging from 0.4497 to 0.4857. This is likely due to the 14 nucleotide exact match requirement, and the single gap or splice restriction. Any reads spanning exon junctions that would align well with an additional small gap on either side of the intron will not be considered. Other reads mapping to divergent regions may not have a continuous stretch of 14 conserved nucleotides. TopHat2 was reported to be more sensitive and accurate than GSNAP [19], which was of similar sensitivity as the original TopHat [18]. GSNAP was found to perform poorly on short-anchored reads (small “anchor” on either end of a splice junction) [19]. TopHat2 and GSNAP were found to perform similarly on single-end reads with small indels (1-3 bp), but GSNAP performed better on indel alignments with paired-end reads [19]. In this study TopHat2 obtains significantly higher mapping rates ranging from 0.5940 to 0.6365. 

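In the baseline samples, TopHat2 assigned more reads to transcripts than GSNAP. Counts at transcripts came to 39.1 ± 3.21 (SD, n = 12 animals) per 100 read pairs with TopHat2 and to 23.8 ± 2.03 (SD, n = 12 animals) per 100 read pairs with GSNAP. This counted share was higher with TopHat2 in 12 of 12 animals, by 15.4 percentage points ± 1.25 (SD of the difference). An exact paired permutation test over the animals gave a two-sided p = 0.000488, the smallest p that 12 pairs allow (adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs of methods). Pooled over the animals, which does not depend on how columns were matched to animals, the counted share was 39.0% with TopHat2 and 23.7% with GSNAP. The counted share leaves out mapped reads outside annotated transcripts and reads that htseq-count could not assign to 1 transcript, so it is not the mapping rate.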

Bowtie2 mapping to the reference genome (Bowtie2-G) obtains higher still mapping rates of 0.6227 to 0.6530. When mapping to the reference transcriptome, Bowtie2 obtains slightly higher mapping rates of 0.6269 to 0.7052. We see slightly lower mapping rates with TopHat2 than Bowtie2, regardless of the fact that Bowtie2 is the underlying algorithm of TopHat2. As previously mentioned, the only difference in default parameters is the seed length and interval between seeds. TopHat2 runs Bowtie2 with a shorter seed, which would suggest increased sensitivity, but a longer interval between seeds, which would lead to decreased sensitivity. Because the interval between seeds is longer, less seeds are used to identify candidate mapping locations, and with the default of no mismatches allowed within a seed some correct alignment loci would not be considered. Stampy achieves the highest mapping rates ranging from 0.8199 to 0.9358 when mapping to the reference transcriptome, and 0.9640 to 0.9772 when mapping to the reference genome (Stampy-G). This is likely due to the shorter seed length, and the allowance for a single mismatch in seeds, allowing more candidate loci to be considered. All increases in mapping rates were significant.

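The counted share of read pairs was highest with Stampy, at 47.7% ± 4.10 (SD, n = 12 animals). It was 42.7% ± 3.70 with Stampy-G, 39.2% ± 3.59 with Bowtie2 and 32.4% ± 2.98 with Bowtie2-G (SD, n = 12 animals each). Stampy exceeded Bowtie2 by 8.49 percentage points ± 0.684 (SD of the difference) and Stampy-G exceeded Bowtie2-G by 10.3 ± 0.840. Both programs assigned more reads when they were run on the transcriptome, Bowtie2 by 6.82 percentage points ± 1.08 over Bowtie2-G and Stampy by 4.96 ± 1.30 over Stampy-G. Each of these differences had the same direction in 12 of 12 animals (exact paired permutation test, two-sided p = 0.000488, adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs). The contrast between the references cannot be separated from the counting. On the genome, a read that fits several transcripts equally well is assigned to none, and on the transcriptome it can still be counted. In the paper, the mapping rate of Stampy was higher on the genome than on the transcriptome.
Of the 15 pairs of methods, 14 differed in the same direction in all 12 animals. The remaining pair was Bowtie2 and TopHat2, whose counted shares differed by 0.0328 percentage points ± 0.969 (SD of the difference), with Bowtie2 higher in 5 animals and TopHat2 in 7 (p = 0.908 in the same exact test). Protein-coding NM transcripts took 97.7% of the counts with Bowtie2 and 97.2% with Stampy, and 96.8% to 97.6% with the 4 genome methods. For its higher mapping rates, the paper proposes the shorter seed of Stampy and its allowance for a mismatch in the seed as the cause.

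**Figure D1:**
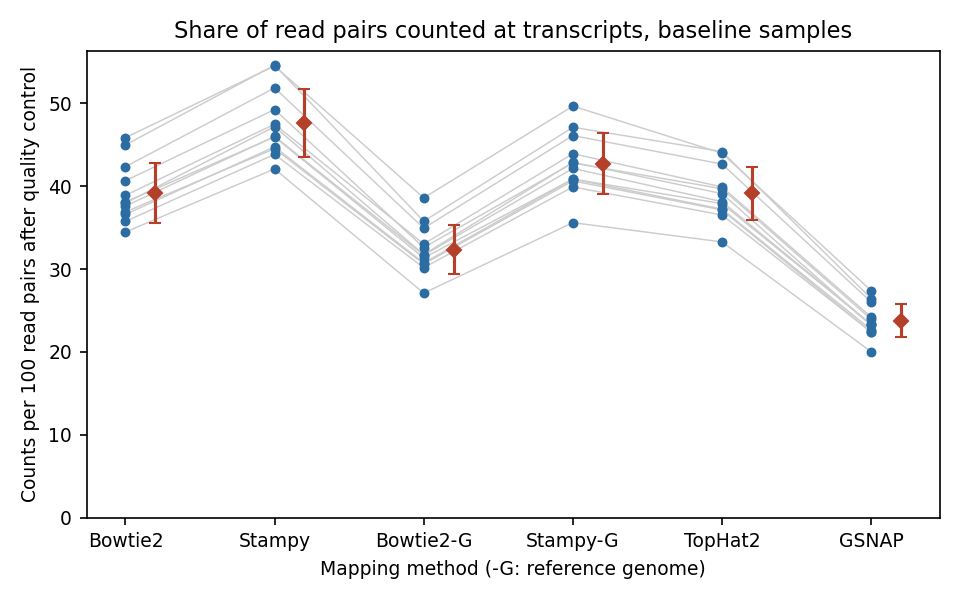
Counts at transcripts per 100 read pairs after quality control, for each of the 12 baseline samples (blue points, grey lines join the samples of 1 animal) by mapping method. Red diamonds and bars give the mean and SD, from 23.8 with GSNAP to 47.7 with Stampy.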

**Table 3:** **Summary of mapping metrics results for the compared reference-based methods**

Reference		Transcriptome		Genome			
Comparison Metric	Value	Bowtie2	Stampy	Bowtie2-G	Stampy-G	TopHat2	GSNAP
Mapping Rate	Mean	0.673	0.885	0.638	0.972	0.618	0.472
	SD	0.016	0.021	0.006	0.003	0.008	0.007
Base Mismatch Rate	Mean	0.113	0.128	0.033	0.039	0.020	0.017
	SD	0.001	0.002	0.001	0.001	0.000	0.000
Intragenic Mapping Rate	Mean	1	1	0.873	0.880	0.964	0.896
	SD	N/A	N/A	0.014	0.018	0.007	0.012
Intergenic Mapping Rate	Mean	0	0	0.127	0.112	0.034	0.104
	SD	N/A	N/A	0.014	0.018	0.007	0.012
rRNA Mapping Rate	Mean	0.011	0.011	0.112	0.122	0.011	0.011
	SD	0.003	0.003	0.003	0.003	0.003	0.003
Detected Transcripts	Mean	31615	37585	28128	29175	31338	27264
	SD	803.209	815.801	926.053	887.524	807.139	945.805
Correlation Between Baseline Samples	Mean	0.977	0.983	0.981	0.978	0.981	0.981
	SD	0.007	0.005	0.004	0.005	0.005	0.005
Differentially Expressed Genes	Number	2043	2122	1797	2017	1953	1545

SD - Standard Deviation.

**Figure 1:**
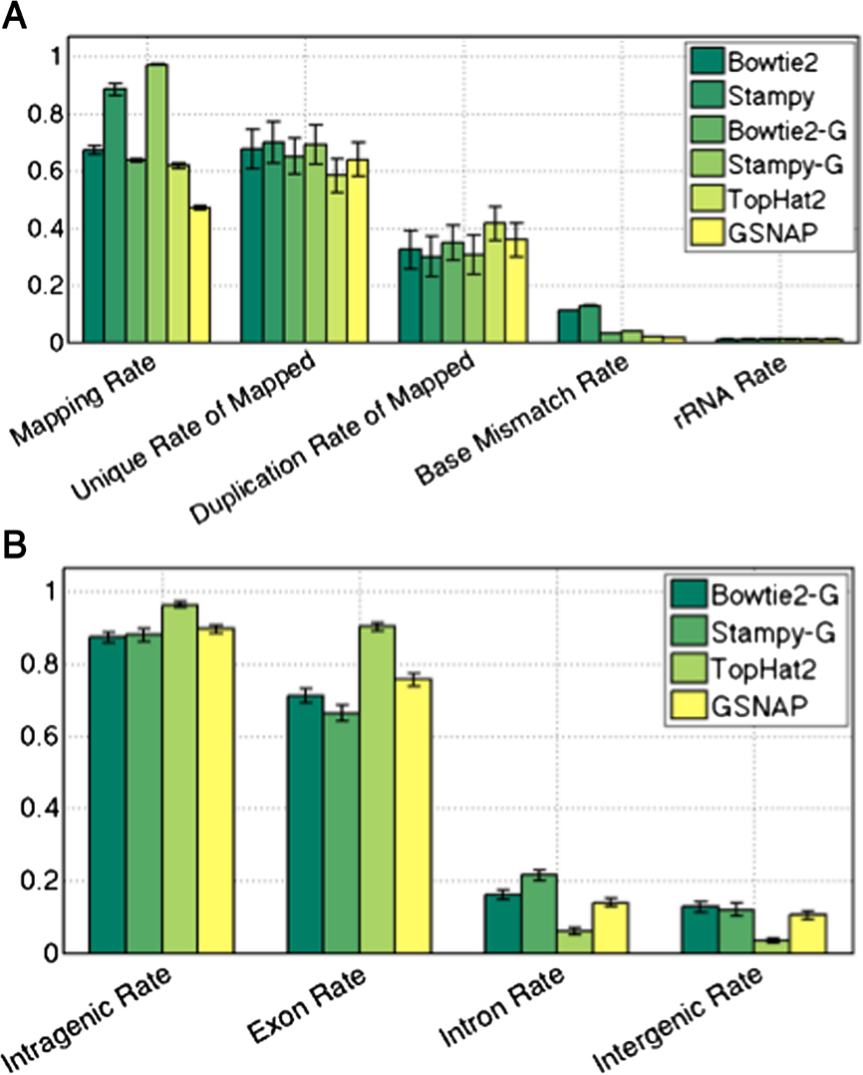
**Mapping Statistics for Reference Transcriptome and Reference Genome Methods.** Panel **A** shows the mapping, unique, duplication, base mismatch, and rRNA rate for each of the mapping methods. Error bars show plus/minus one standard deviation. Mapping rate is computed as mapped reads divided by total reads, unique rate is computed as unique mapped reads divided by mapped reads, duplication rate is computed as duplicate mapped reads divided by mapped reads, base mismatch rate is computed as the number of bases not matching the reference divided by the number of aligned bases, and rRNA rate is computed as the number of reads mapping to ribsomal RNA divided by the total reads. Panel **B** shows the mapping locations for the two reference genome mapping methods. Each value is computed as the number of reads mapping to a type of region divided by the total reads mapped.

We also observe higher base mismatch rates when mapping to the reference transcriptome. This may be partly due to the fact that the default settings of Bowtie2 and Stampy are more sensitive, and so reads may be successfully mapped to more divergent regions. Another possible contributing factor is the presence of splice variants in baboon not present in human. The human reference transcripts may contain additional or missing exons with respect to baboon, causing mapped reads that span the true exon junction to have a high mismatch rate for a short stretch of sequence. Unique, duplication, and rRNA rates are all similar across the mapping methods.

We also examined the mapping locations - intergenic and intragenic (exonic and intronic). Mapping to the reference transcriptome obtains an intragenic mapping rate of 1, simply due to the nature of the mapping procedure. When mapping to the reference genome, we see that Bowtie2, Stampy, and GSNAP all obtain a significantly higher intergenic and intronic mapping rates than TopHat2, ranging from 0.1015 to 0.186 (Bowtie2-G), 0.0917 to 0.2011 (Stampy-G), 0.0856 to 0.1537 (GSNAP), and 0.0248 to 0.0654 (TopHat2). Conversely, TopHat2 obtains a significantly higher exonic mapping rates ranging from 0.8705 to 0.9258 compared to 0.6519 to 0.7722 for Bowtie2-G, 0.5927 to 0.7285 for Stampy, and 0.7023 to 0.7938 for GSNAP. This is likely due to TopHat2’s preferential mapping to the reference transcriptome prior to exploration of genomic locations.

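Among the methods run on the reference genome, TopHat2 assigned more reads to annotated transcripts than Bowtie2-G. Its counted share of read pairs was higher in 12 of 12 baseline samples, by 6.78 percentage points ± 0.785 (SD of the difference). Against Stampy-G it was lower in 12 of 12 samples: the difference of TopHat2 minus Stampy-G was -3.56 percentage points ± 0.828. Both differences gave p = 0.000488 in a two-sided exact paired permutation test (adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs). Non-coding NR transcripts took 3.20% ± 0.394 of the counts with TopHat2, 3.12% ± 0.373 with Bowtie2-G, 3.12% ± 0.386 with Stampy-G and 2.45% ± 0.275 with GSNAP (SD, n = 12 animals each). Counts at intronic and intergenic positions were not analysed here, so the exonic rate per mapped read was not computed.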

### Detected transcripts

Using RNA-SeQC version 1.1.7 [22], we computed the number of known human transcripts detected by each method. RNA-SeQC defines a transcript as detected if at least 5 reads map to an exon region. We found that all methods detect significantly more known transcripts than GSNAP, which ranges from 25,069-28,585. 

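With at least 5 counts taken as detection, GSNAP detected 10601 ± 304 transcripts per animal (SD, n = 12), from 10176 to 11111. Of these, 9693 ± 247 were protein-coding NM transcripts and 908 ± 62.3 were non-coding NR transcripts. All 5 other methods detected more in each of the 12 animals. The smallest difference was that of Bowtie2-G, which detected 1152 ± 58.2 more (SD of the difference), and TopHat2 detected 2381 ± 64.0 more. The exact paired permutation test gave a two-sided p = 0.000488 for each of the 5 differences (adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs). A set of 958 transcripts, 623 NM and 335 NR, had at least 5 counts in all 12 animals with TopHat2 and fewer than 5 in every animal with GSNAP, while 38 transcripts showed the reverse. Counts here come from htseq-count and not from RNA-SeQC, and no count of RNA-SeQC was made.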

Bowtie2-G detected significantly more transcripts than GSNAP, ranging from 25,921-29,435. Stampy-G detected significantly more transcripts than GSNAP and Bowtie2-G, ranging from 27,044-30,459. 

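Stampy-G detected 13076 ± 399 transcripts per baseline sample (SD, n = 12 animals), from 12560 to 13714, and Bowtie2-G detected 11753 ± 354, from 11270 to 12337. Stampy-G detected 1322.5 ± 56.3 more than Bowtie2-G and 2474 ± 106 more than GSNAP (SD of the difference), in 12 of 12 animals each. NM transcripts accounted for 11618 ± 311 of those detected by Stampy-G and for 10565 ± 279 of those detected by Bowtie2-G. NR transcripts accounted for 1457 ± 93.8 and 1188 ± 78.1, in that order. A total of 103 transcripts (82 NM and 21 NR) reached 5 counts in all 12 animals with Stampy-G and in none with Bowtie2-G, and 1 transcript showed the reverse. Both differences had a two-sided p = 0.000488 in the exact paired permutation test (adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs).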

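In the baseline samples, Bowtie2 detected 393 ± 99.6 transcripts more than Stampy-G (SD of the difference), in 12 of 12 animals (exact paired permutation test, two-sided p = 0.000488). Stampy-G and TopHat2 lay close to each other. Stampy-G detected 93.3 ± 61.0 transcripts more than TopHat2, in 11 of 12 animals (p = 0.000977 in the same test, adjusted p = 0.000977 by Benjamini-Hochberg over 15 pairs). The direction of this difference depended on the count minimum and on depth: Stampy-G minus TopHat2 was -55.8 with a minimum of 10 counts, and -228 with every column thinned to the smallest total of 7249470 counts. Of transcripts with at least 5 counts in all 12 animals in 1 of these 2 methods and fewer than 5 in every animal in the other, 217 (159 NM and 58 NR) were detected by Stampy-G and 544 (326 NM and 218 NR) by TopHat2.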

Stampy-G was followed by Bowtie2 and TopHat2, ranging from 29,631-32,817, and 29,427-32,556, respectively. The difference in detected transcripts between Bowtie2 and TopHat2 was not significant. 

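Bowtie2 detected 13469 ± 315 transcripts per baseline sample (SD, n = 12 animals), from 13037 to 13998. TopHat2 detected 12982 ± 341, from 12511 to 13517. Within the same animals, Bowtie2 detected 486 ± 52.9 more (SD of the difference), in 12 of 12 animals (exact paired permutation test, two-sided p = 0.000488, adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs). The difference was in both kinds of transcript, with 11732 ± 256 NM transcripts detected by Bowtie2 and 11443 ± 279 by TopHat2, and 1737 ± 62.7 NR transcripts against 1539 ± 69.1. Few transcripts were seen by only 1 of these methods. Those with at least 5 counts in all 12 animals with Bowtie2 and fewer than 5 in every animal with TopHat2 numbered 185 (131 NM and 54 NR), and 71 (65 NM and 6 NR) showed the reverse.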

Finally, Stampy detected significantly more transcripts than all other methods, ranging from 35,308-39,234. 

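Stampy detected 16582 ± 456 transcripts per baseline sample (SD, n = 12 animals), from 15876 to 17290. They comprised 13969 ± 366 NM transcripts and 2613 ± 96.8 NR transcripts. Stampy detected more than each of the 5 other methods in 12 of 12 animals, by 3113 ± 180.2 over Bowtie2, 3506 ± 174 over Stampy-G and 3599 ± 191 over TopHat2 (SD of the difference). Over GSNAP the difference was 5980.3 ± 214 (exact paired permutation test, two-sided p = 0.000488 for each, adjusted p = 0.000523 by Benjamini-Hochberg over 15 pairs). With every column thinned to the smallest total, the difference of Stampy over GSNAP was 3630.5.
A set of 2731 transcripts, 1708 NM and 1023 NR, had at least 5 counts in all 12 animals with Stampy and fewer than 5 in every animal with GSNAP. Against Bowtie2 the same comparison gave 716 transcripts, 435 NM and 281 NR. In all, 578 transcripts (359 NM and 219 NR) reached 5 counts in every animal with Stampy and in no animal with any other method. With all 6 methods, 8377 transcripts (7873 NM and 504 NR) reached 5 counts in every animal. The paper ranks Stampy as the most and GSNAP as the least sensitive method with respect to detecting human genes.

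**Figure D2:**
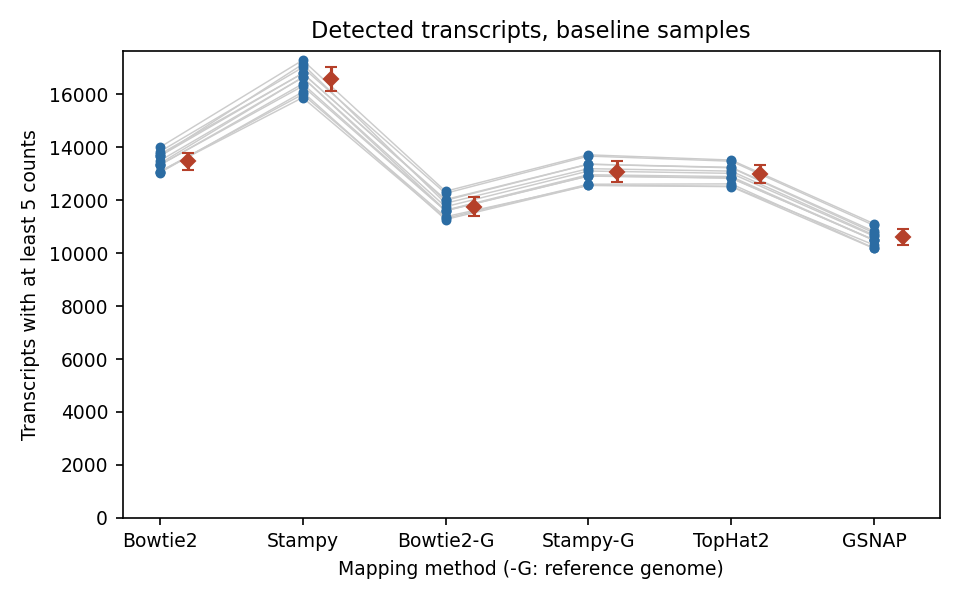
Number of transcripts with at least 5 counts in each of the 12 baseline samples (blue points, grey lines join the samples of 1 animal) by mapping method. Red diamonds and bars give the mean and SD. The samples mapped with Stampy lie between 15876 and 17290, all above those of the other methods.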

We do not see 100% of transcripts represented, but that is to be expected. The transcripts present in a single tissue type will not contain an organisms full repertoire of transcripts [2, 23]. There were a total of 44,312 human transcripts in our annotation set (iGenomes UCSC hg19, Ensemble annotation). 

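The count tables have 41970 rows of transcripts, named by RefSeq accession. Of these, 14702 (35.0%) had no count in any animal with any method, 12507 of the NM transcripts (36.2%) and 2195 of the NR transcripts (29.7%). The mean share of the listed transcripts that was detected ran from 25.3% with GSNAP to 39.5% with Stampy. The list holds 40915 different accessions, of which 603 stand in several rows. In all, 1330 rows carry a number added to the accession, and the sources used here do not say what this number marks.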

We also examined the detected genes, collapsing all splice variants, in functional groupings determined by Gene Ontology [24] annotations. Panel A of Figure 2 shows the percent of genes detected within each gene list. We observe little differences in the ability of each mapping method to detect genes in different functional groups compared to the full gene set. It is worth noting that for some functional groups, the differences seem less or more pronounced. For example, Stampy’s increased sensitivity seems less pronounced within immune system genes. This may be due to the nature of our samples - we might expect immune system genes to be highly expressed. Similarly, we examined the ability of each mapping method to detect genes at varying evolutionary distances. Using *Papio anubis* RefSeq genes as a surrogate for *Papio cynocephalus*, we identified human orthologs, computed Jukes-Cantor evolutionary distance, and examine the percent of genes detected within evolutionary distance strata (see Methods). Panel B of Figure 2 shows the mean and standard deviation for percent of genes detected at increasing evolutionary distances. While this is a small set of genes, we see an approximately linear decrease in percent genes detected as evolutionary distance increases, up until the highest evolutionary distances, where the difference in sensitivity is minimized as all methods lose the ability to detect genes. We still see that Stampy detects the most genes, followed by Bowtie2, TopHat2, Stampy-G, Bowtie2-G, and GSNAP.

**Figure 2:**
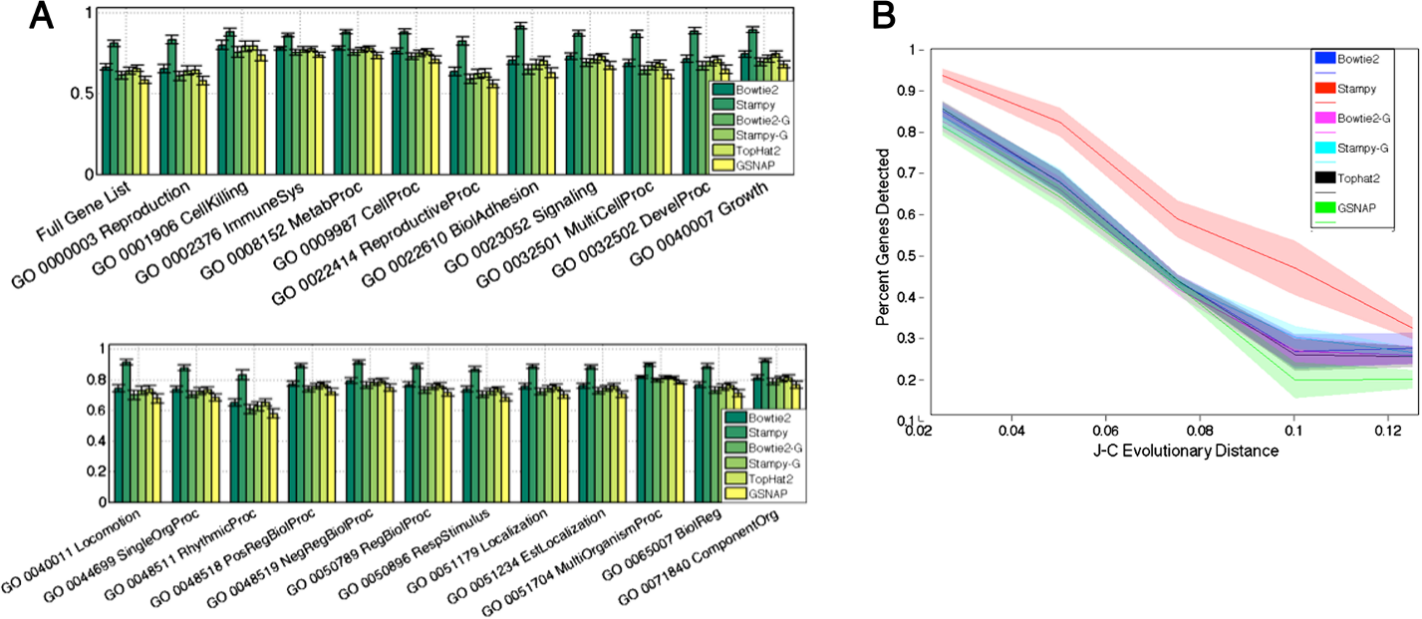
**Detected Genes by Function and Evolutionary Distance.** Panel **A** shows the mean and standard deviation of percent detected genes (computed as detected genes within a list divided by the number of genes within the list) for the full gene set, and 23 different Gene Ontology Biological Process groupings. Panel **B** shows the mean and standard deviation of percent detected genes at increasing evolutionary distance strata.

### Correlation of gene expression

We examined correlations of normalized and log-transformed gene expression between baseline samples within the same mapping method, and correlations between normalized and log-transformed gene expression levels computed with results from the different mapping methods. Panel A of Figure 3 shows a heat map of the Pearson correlations between all biological replicates of baseline samples, for all methods. We see strong correlation between samples for all methods (the large blocks along the diagonal). Similarly, Panel B shows boxplots of these correlations. These correlation coefficients are very strong, with none falling below 0.9314, and the mean of each method above 0.97. 

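Counts of any 2 baseline samples were strongly correlated with every method. Over the 66 pairs of animals, the mean Pearson correlation was 0.981 ± 0.00262 (SD) with TopHat2, 0.980 ± 0.00279 with GSNAP and 0.980 ± 0.00267 with Bowtie2. It was 0.979 ± 0.00284 with Bowtie2-G, 0.978 ± 0.00296 with Stampy-G and 0.976 ± 0.00269 with Stampy. The lowest correlation of any pair was 0.968, with Stampy. Animal 5 had the lowest mean Pearson correlation with the other 11 animals in all 6 tables, down to 0.973 with Stampy.
The methods differed by little. The mean correlation of an animal with the other 11 differed most between Stampy and TopHat2, where Stampy minus TopHat2 was -0.00482 ± 0.00029 (SD of the difference). It was lower with Stampy than with each of the 5 other methods in all 12 animals (exact paired permutation test, two-sided p = 0.000488, adjusted p = 0.000563 by Benjamini-Hochberg over 15 pairs). On the log2(CPM + 0.1) scale GSNAP was lowest, at 0.979. With log2(CPM + 5) Stampy-G was lowest, at 0.9878 against 0.9881 with Stampy. Over all listed transcripts Bowtie2-G was lowest, at 0.9833 against 0.9839 with Stampy. The order also depended on the transcripts used, since over the 7453 transcripts that passed a filter on low counts in every table the mean was highest with Stampy, at 0.969, and lowest with GSNAP, at 0.966. All correlations are across transcripts, which are not independent replicates.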

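By rank, the order of the methods was another. The mean Spearman correlation over the 66 pairs of baseline samples was highest with Stampy, at 0.957 ± 0.00337 (SD), followed by TopHat2 at 0.948 ± 0.00303 and Bowtie2 at 0.944 ± 0.00365. Stampy-G had 0.942 ± 0.00389, Bowtie2-G 0.934 ± 0.00377 and GSNAP 0.929 ± 0.00382. Across the 12 animals, the mean rank correlation with the other 11 was higher with Stampy than with GSNAP in 12 of 12, by 0.0283 ± 0.00083 (SD of the difference, exact paired permutation test, two-sided p = 0.000488). The lowest value of any pair was 0.919, with GSNAP. Transcripts at 0 share a tied rank, and their number differs between the methods.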

The Spearman correlation coefficients were also computed, yielding similar results with slightly lower correlation coefficients overall. These results are shown in Additional file 1: Figure S1 and S2.

**Figure 3:**
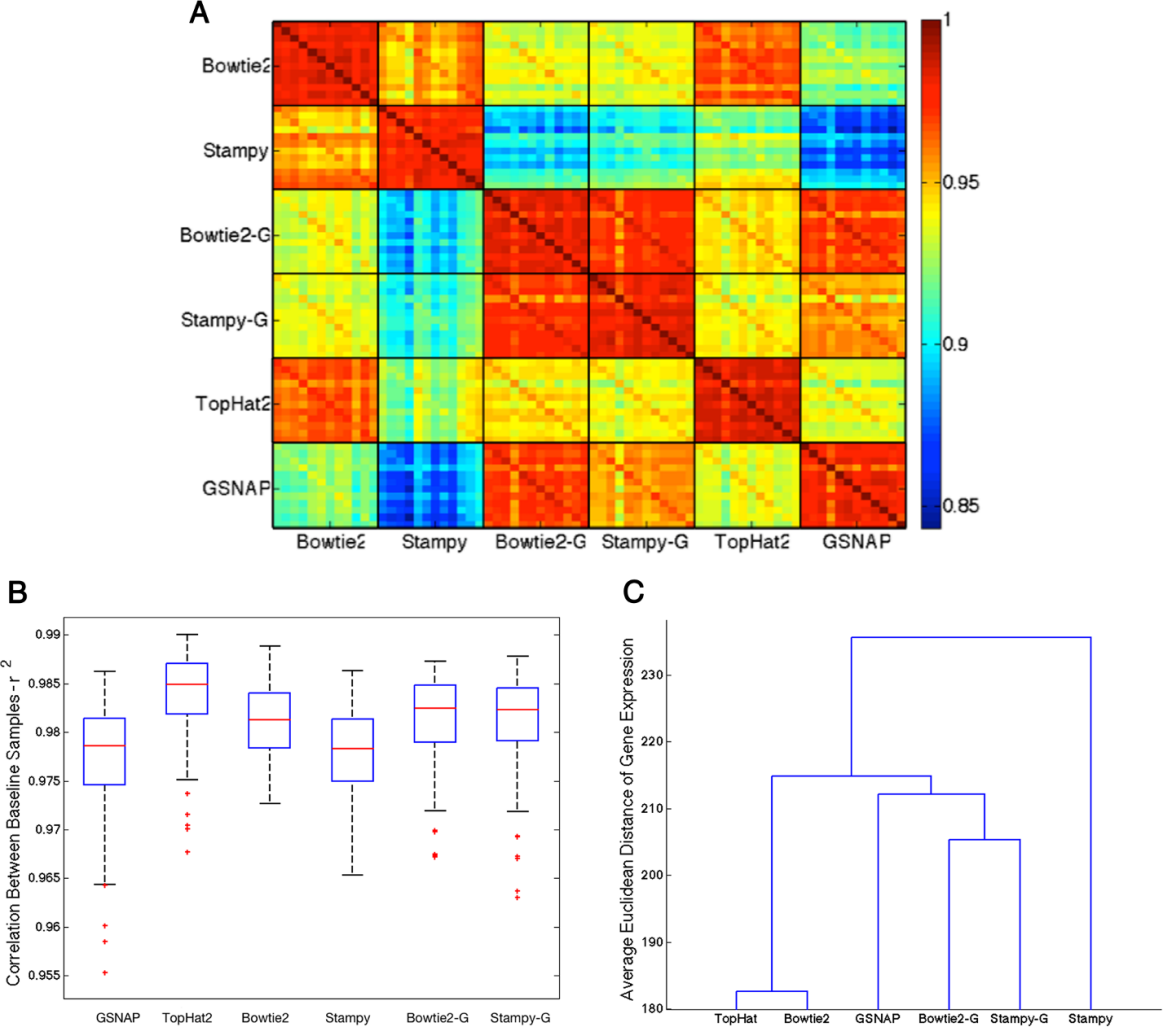
**Correlation of Gene Expression.** Panel **A** shows a heat map of all pairwise Pearson correlations between gene expression of each baselines (0 hours) sample computed with the results of each of the mapping methods. Panel **B** shows boxplots of the correlations between gene expression of baseline samples (0 hours), within each method. Panel **C** shows the dendrogram of gene expression using the average Euclidean distance between gene expression estimates for each sample.

We also computed the Pearson correlation between the different methods for identical samples. This is illustrated by the blocks off the diagonal in Panel A of Figure 3. 

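For the same animal mapped with different methods, counts of Bowtie2-G stood closest to those of Stampy-G and GSNAP. The mean Pearson correlation across transcripts was 0.984 ± 0.00035 (SD, n = 12 animals) between Bowtie2-G and Stampy-G and 0.983 ± 0.00027 between Bowtie2-G and GSNAP. The former pair ranked above the 14 other pairs of methods in each of the 12 animals, with values from 0.984 to 0.985. Bowtie2 and TopHat2 ranked next, at 0.969 ± 0.00083, ahead of Stampy-G and GSNAP at 0.964 ± 0.00073. Between another genome method and TopHat2 the mean was 0.945 ± 0.0011 for Bowtie2-G, 0.939 ± 0.0012 for GSNAP and 0.937 ± 0.0011 for Stampy-G.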

Bowtie2-G and Stampy-G had the highest correlations, ranging from 0.9805 to 0.9877. GSNAP and Stampy had the lowest correlations, ranging from 0.8690 to 0.9047. 

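The mean Pearson correlation between Stampy and GSNAP was 0.879 ± 0.00304 (SD, n = 12 animals), from 0.872 to 0.883. It was the lowest of the 15 pairs of methods in all 12 animals. The next lowest were Stampy with Bowtie2-G, at 0.898 ± 0.0030, and Stampy with Stampy-G, at 0.901 ± 0.0033, the same program on the other reference. Bowtie2 and GSNAP had 0.920 ± 0.0019. In each table, every animal's column correlated best with the column of the same animal in the other tables (12 of 12 columns). These correlations are across 27268 transcripts of 1 animal, so their SD over animals gives the spread between animals and not an error over genes.

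**Figure D3:**
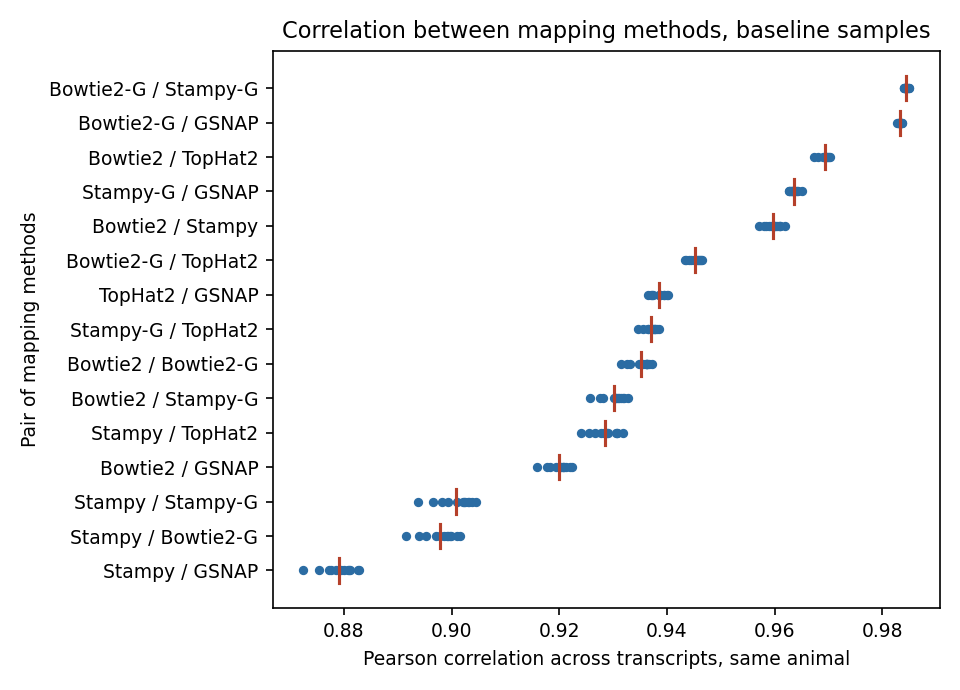
Pearson correlation across transcripts between 2 mapping methods in the same animal, for the 15 pairs of methods. Each blue point is 1 of the 12 baseline samples and the red line is their mean, from 0.879 for Stampy and GSNAP to 0.984 for Bowtie2-G and Stampy-G.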

As performed in the above analysis,the Spearman correlation coefficients were also computed. When examining correlations between different methods for identical samples we also observed similar results with slightly lower correlation coefficients overall. These results are shown in Additional file 1: Figure S1.To further illustrate the concordance in gene expression estimates obtained with each mapping method, we constructed a dendrogram, computing the Euclidean distance in gene expression between methods for each of the baseline (0 hours) samples, and then averaging the distances. 

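The rank correlations of the same animal between methods had the same pairs at both ends. The mean Spearman correlation was 0.962 ± 0.0016 (SD, n = 12 animals) between Bowtie2-G and Stampy-G and 0.820 ± 0.0047 between Stampy and GSNAP, from 0.813 to 0.827. The first pair ranked highest and the second lowest in all 12 animals. Bowtie2-G and GSNAP had 0.956 ± 0.0018, Bowtie2 and TopHat2 0.938 ± 0.0031, Stampy-G and GSNAP 0.928 ± 0.0020 and Bowtie2 and Stampy 0.926 ± 0.0026. All of these lay below the Pearson correlations of the same pairs.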

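Euclidean distances between methods were computed for each baseline sample and averaged over the 12 animals. The shortest was that of Bowtie2-G and Stampy-G, at 112 ± 1.34 (SD, n = 12), in each of the 12 animals. Bowtie2-G and GSNAP were 113 ± 0.877 apart, Bowtie2 and TopHat2 157 ± 2.65, and Bowtie2 and Stampy 191 ± 4.64. Stampy and GSNAP were farthest apart, at 309 ± 5.39, in all 12 animals. Part of a distance reflects table totals, because a transcript at 0 with both methods still adds the difference in log2 library size. Over all listed transcripts, which adds those at 0 throughout, Stampy and GSNAP were 332 apart. Bowtie2 and TopHat2, with similar totals, stayed at 157.
In a tree built by average linkage, Bowtie2-G and Stampy-G joined first, and GSNAP joined them at 142. Bowtie2 and TopHat2 joined at 157, and Stampy joined this group at 222. The group of Bowtie2-G, Stampy-G and GSNAP and that of Bowtie2, TopHat2 and Stampy joined at 251. TopHat2 was thus not in the group of the other genome methods. DESeq2 size factors were estimated within each table and do not scale for the different totals of the tables. With them, Bowtie2-G joined GSNAP first, at 125, and Stampy joined all others last, at 306. With TMM over all tables together, Bowtie2-G and Stampy-G were closest in 7 of 12 animals (mean 112.1) and Bowtie2-G and GSNAP in 5 (mean 112.5). Stampy joined Bowtie2 ahead of TopHat2 on the log2(CPM + 5) scale, at 44.6, and after a filter on low counts, at 35.2.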

Examining the dendrogram in Panel C of Figure 3, we observe TopHat2 and Bowtie2 have the shortest distance between gene expression estimates, followed by GSNAP, Bowtie2-G, and Stampy-G, and finally Stampy. These results are in accordance with the correlations shown in Panel A of Figure 3. The weakest correlations are seen between the most and least sensitive methods (with respect to detecting human genes), Stampy and GSNAP, respectively. This difference is less pronounced for methods of comparable sensitivity such as Bowtie2 and TopHat2. 

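Bowtie2 and TopHat2, whose counted shares of read pairs did not differ detectably, had a mean Pearson correlation of 0.969 ± 0.00083 (SD, n = 12 animals), from 0.967 to 0.970. It lay above that of Bowtie2 with Stampy, at 0.960 ± 0.0015, and of TopHat2 with Stampy, at 0.929 ± 0.0023. The ranges of these 3 pairs over the 12 animals did not overlap, since the highest value of Bowtie2 with Stampy was 0.962. The order turned in 2 alternatives: Bowtie2 with Stampy had 0.987 and Bowtie2 with TopHat2 0.985 on the log2(CPM + 5) scale, and 0.983 and 0.979 over transcripts that passed a filter on low counts in every table. For the difference between the pairs of methods, the paper proposes that reads from divergent regions of transcripts are not mapped by the less sensitive methods.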

For the less sensitive methods, it is possible that reads from divergent regions of transcripts are not successfully mapped, affecting expression estimates.

### Differential expression analysis

We used edgeR to identify differentially expressed genes between healthy and sick samples from the expression estimates computed with each mapping method. Sick participants were considered to be animals meeting clinical criteria for bacterial pneumonia infection, at the time of maximal symptoms (48 hours). We define healthy samples as all baseline samples, as well as the control doses (0 CFU) at the maximal symptom timepoint of 48 hours. Table 2 illustrates the samples collected from each study participant, and their clinical status. In the context of this table, our differential expression analysis compared the 0 hour timepoint of all study participants and the 48 hour timepoint of participants 1 and 2, with the 48 hour timepoint of participants 5, 6, 7, 9, 10, 11, and 12. Figure 4 shows three 4-way venn diagrams of the overlap in significant differentially expressed genes after Bonferonni correction, resulting from the different mapping methods. There are a large number of differentially expressed (DE) genes shared by the methods. Many of the other DE genes are shared between 3 methods. Overall, GSNAP results in the fewest DE genes, followed by Bowtie2-G, and TopHat. Stampy-G, Bowtie2, and Stampy yield the most differentially expressed genes, which is not surprising given their higher number of overall detected transcripts. The ability to detect differential gene expression will likely be less dependent on mapping method, as the ability to map reads with a single method will be constant across samples. More sensitive methods, however, may identify more differentially expressed genes simply because these genes are detected by these methods, and not others.

**Figure 4:**
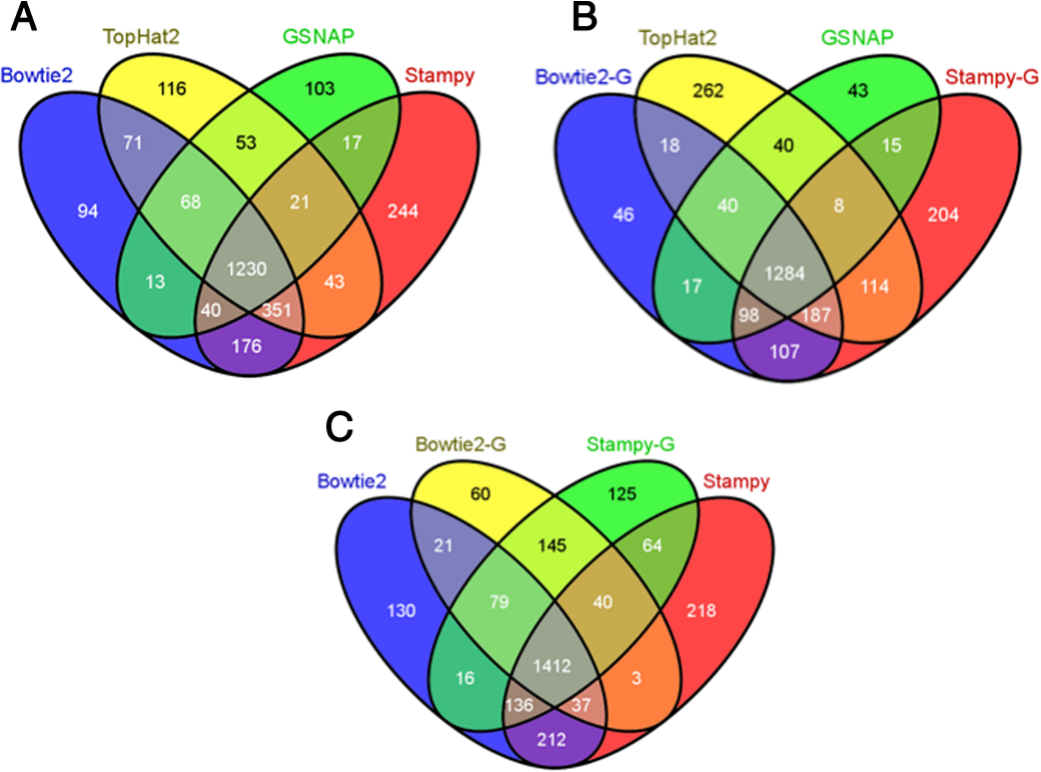
**Differential Expression Overlap.** Panel **A** shows a venn diagram of the differentially expressed genes found using the transcriptome mappings of Bowtie2 and Stampy, and the genome mappings of TopHat2 and GSNAP. Panel **B** shows a venn diagram of the differentially expressed genes found using the genome mappings of Bowtie2, Stampy, TopHat2, and GSNAP. Panel **C** shows a venn diagram of the differentially expressed genes found using the transcriptome mappings of Bowtie2 and Stampy, and the genome mappings of Bowtie2 and Stampy.

### Read counts by evolutionary distance

Using the orthologous genes stratified by evolutionary distance described above, we compared the number of reads mapping to homologous human genes of varying evolutionary distance by the four mapping methods Bowtie2, Stampy, TopHat2, and GSNAP. Figure 5 shows read count comparisons between methods for 453 orthologous genes, colored by Jukes-Cantor evolutionary distance. Points above the diagonal indicate a higher read count from the mapping method indicated on the Y-axis, while points below the diagonal indicate a higher read count from the mapping method indicated on the X-axis. Similar results comparing mapping methods Bowtie2-G, Stampy-G, TopHat2, and GSNAP are shown in Additional file 1: Figure S3. 

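Counts of each transcript were compared between methods in the baseline samples, over all transcripts and not over the orthologous genes alone. Bowtie2-G gave lower counts than TopHat2 for most transcripts, and Stampy-G gave higher counts than Bowtie2-G. Of 11164 transcripts tested between Bowtie2-G and TopHat2, 914 were higher with Bowtie2-G and 7885 were lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with the animal as a block. The counts summed over all transcripts with Bowtie2-G were 0.826 ± 0.0175 (SD, n = 12 animals) times those with TopHat2. Of the NM transcripts, 620 of 9975 were higher and 7192 lower, with a median log2 difference of -0.20. Of the NR transcripts, 294 of 1189 were higher and 693 lower, with a median of -0.49. NM_006013 had 2116 ± 543 counts per animal with TopHat2 and 0 in every animal with Bowtie2-G, at least 8464-fold lower (floor of 3 counts summed over the 12 animals, adjusted p = 1.6e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The NR_002454 row marked NR_002454_1 had 429 ± 108 counts with Bowtie2-G and 0 with TopHat2, at least 1716-fold higher (adjusted p = 1.2e-05 from the same test of edgeR). This accession has a second row, and with its 2 rows summed the log2 difference was -0.10 (adjusted p = 6.9e-07).
Between Stampy-G and Bowtie2-G, 9643 of 10757 transcripts were higher with Stampy-G and 202 lower. The summed counts of Stampy-G were 1.32 ± 0.0159 (SD, n = 12 animals) times those of Bowtie2-G. Of the NM transcripts, 8900 of 9775 were higher and 114 lower (median log2 difference 0.41), and of the NR transcripts 743 of 982 were higher and 88 lower (median 0.61). NM_005330 went the other way, with 751 ± 392 counts with Stampy-G and 14282 ± 9062 with Bowtie2-G (log2 difference -4.22, approximate standard error 0.12, adjusted p = 9.9e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 12 of 12 animals). NM_001257990 had 128.5 ± 89.4 counts with Stampy-G and 0 with Bowtie2-G, at least 514-fold higher (adjusted p = 1.3e-06 from the same test of edgeR).
TMM scaling takes out a trimmed mean of the log2 differences, so it removes the general difference between methods by construction. With TMM scaling, the median log2 difference moved from -0.20 to 0.10 for Bowtie2-G against TopHat2 and from 0.42 to -0.03 for Stampy-G against Bowtie2-G. On that scale 5332 transcripts were higher and 3672 lower in the former comparison, and 3706 were higher and 4192 lower in the latter. Without the animal as a block, 4192 and 5240 transcripts passed the threshold in all.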

Most notable is the read count differences between GSNAP with the others. All three methods obtain higher read counts for all evolutionary distances. 

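All 3 methods gave higher counts than GSNAP for most transcripts. With TopHat2, 10023 of 10754 tested transcripts were higher than with GSNAP and 349 were lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test, animal as a block). With Bowtie2, 10207 of 11081 were higher and 484 lower, and with Stampy 12038 of 12635 were higher and 380 lower. The counts summed over all transcripts were 1.65 ± 0.0220 (SD, n = 12 animals) times those of GSNAP with TopHat2, 1.65 ± 0.0417 times with Bowtie2 and 2.00 ± 0.0475 times with Stampy.
The median difference per transcript was larger for NR than for NM transcripts. For NM transcripts the median log2 difference from GSNAP was 0.70 with TopHat2 (9143 of 9659 higher, 199 lower), 0.69 with Bowtie2 (9176 of 9850 higher, 322 lower) and 1.20 with Stampy (10441 of 10864 higher, 255 lower). For NR transcripts it was 1.57 with TopHat2 (880 of 1095 higher, 150 lower), 2.47 with Bowtie2 (1031 of 1231 higher, 162 lower) and 4.65 with Stampy (1597 of 1771 higher, 125 lower). This contrast between NM and NR transcripts was not itself tested, and the grouping by accession was chosen after the tables were seen. The medians were not matched on mean count. Summed counts did not show the contrast with Bowtie2, at 1.55 times those of GSNAP for NR and 1.65 times for NM transcripts. With TopHat2 these ratios were 2.15 for NR and 1.63 for NM transcripts, and with Stampy 2.29 and 2.00.
NM_001032 had 1319 ± 425 counts per animal with TopHat2, 2334 ± 769 with Stampy (SD, n = 12 animals) and 0 in every animal with GSNAP. This is at least 5275-fold higher with TopHat2 and at least 9334-fold higher with Stampy (floor of 3 counts summed over the 12 animals, adjusted p = 8.5e-08 and 1.4e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NR_034107 had 1234 ± 540 counts with Bowtie2 and 0 with GSNAP, at least 4938-fold higher (adjusted p = 4.7e-08 from the same test of edgeR). Other transcripts went against the general direction. NM_198124 had 4.00 ± 1.91 counts with Stampy and 2508 ± 603 with GSNAP, a log2 difference of -9.25 (approximate standard error 0.05, adjusted p = 5.1e-24 from the same test of edgeR, lower in 12 of 12 animals). NM_012403 had 2.83 ± 2.66 counts with Bowtie2 and 524 ± 74.4 with GSNAP, a log2 difference of -7.47 (approximate standard error 0.10, adjusted p = 7.0e-19 from the same test of edgeR). The standard errors were computed from the fold change and the F statistic and are approximate.
TMM scaling removes the general difference between methods by construction. With it, the median log2 difference from GSNAP moved from 0.72 to -0.04 with TopHat2 and from 0.73 to -0.03 with Bowtie2. With Stampy it moved from 1.32 to 0.13. On that scale 4178 transcripts were higher and 4709 lower with TopHat2, 4634 higher and 4891 lower with Bowtie2, and 6216 higher and 4958 lower with Stampy. The paper calls the gap in read counts between GSNAP and the other methods the most notable. As its likely cause, it proposes the constraints on alignments in GSNAP.

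**Figure D4:**
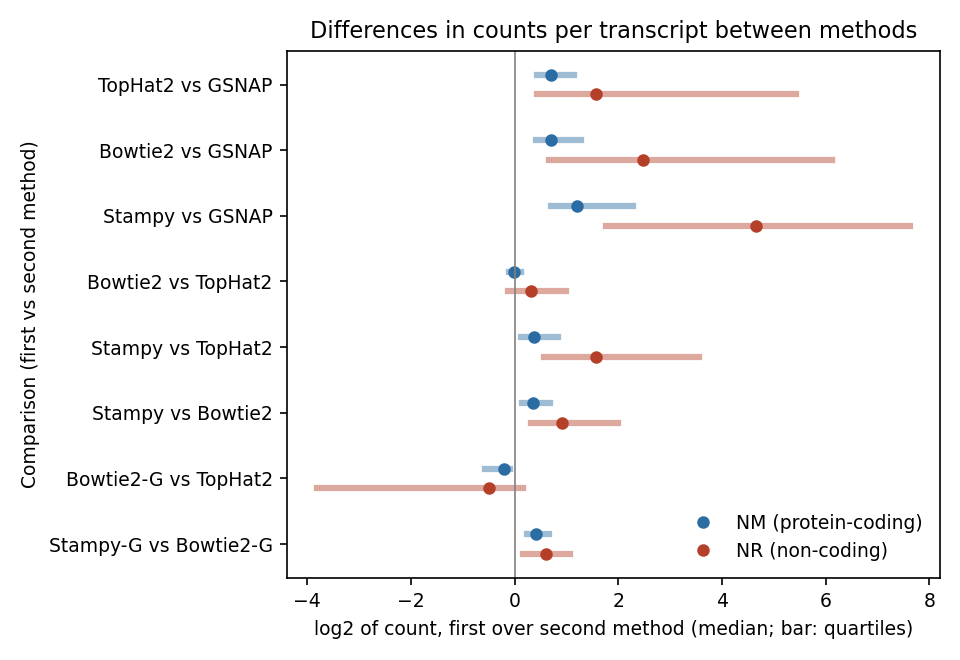
Median log2 difference in counts per transcript (first over second method, animal as a block) for the 8 comparisons, with bars from the lower to the upper quartile over transcripts. NM transcripts are blue and NR transcripts red. In the 3 comparisons with GSNAP the NR medians (1.57, 2.47 and 4.65) lie to the right of the NM medians (0.70, 0.69 and 1.20).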

As with the differences in mapping rates, these differences are likely due to the constraints GSNAP places on alignments - the requirement of 14 base identical stretches, and the allowance of a single gap or splice site. We see strong concordance in read counts between Bowtie2 and Stampy, with Bowtie2 obtaining slightly more read counts for more conserved genes, and Stampy obtaining slightly higher read counts for less conserved genes. 

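Counts with Stampy and Bowtie2 lay within 2-fold of each other for 80.1% of 13115 tested transcripts. Most were higher with Stampy: 10826 were higher and 444 lower at an adjusted p under 0.05 in edgeR's quasi-likelihood test with the animal as a block, and 2516 of the former and 99 of the latter differed at least 2-fold. The median log2 difference of Stampy over Bowtie2 was 0.38, and the summed counts were 1.22 ± 0.0135 times as high (SD, n = 12 animals). Of the NM transcripts, 9323 of 11278 were higher and 314 lower (median 0.35). Of the NR transcripts, 1503 of 1837 were higher and 130 lower (median 0.92). NM_033401 had 150.25 ± 51.9 counts per animal with Stampy and 0 in every animal with Bowtie2, at least 601-fold higher (floor of 3 counts summed over the 12 animals, adjusted p = 0.00014 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The row NM_178014_6 had 43.3 ± 7.40 counts with Stampy and 1078 ± 278 with Bowtie2 (log2 difference -4.63, approximate standard error 0.05, adjusted p = 8.2e-18 from the same test of edgeR).
With TMM scaling, which removes the general difference between methods by construction, the median moved to -0.06, and 4705 transcripts were higher and 5869 lower. Without the animal as a block, 6562 transcripts passed the threshold. Evolutionary distance was not analysed here.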

TopHat2 and Bowtie2 also show strong concordance, with fairly even “spread” of read count changes. 

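Counts with Bowtie2 and TopHat2 were alike for most transcripts. The median log2 difference of Bowtie2 over TopHat2 was 0.01, and 87.0% of 11669 tested transcripts lay within 2-fold. At an adjusted p under 0.05 in edgeR's quasi-likelihood test with the animal as a block, 4127 were higher with Bowtie2, 3328 were lower and 4214 did not pass. A difference of at least 2-fold was seen in 1010 of the higher and 507 of the lower transcripts. Summed counts with Bowtie2 were 1.00 ± 0.0245 (SD, n = 12 animals) times those with TopHat2. NM transcripts divided into 3357 higher and 3027 lower of 10364, with a median of 0.00. NR transcripts divided into 770 higher and 301 lower of 1305, with a median of 0.32. Summed over NR transcripts, however, counts with Bowtie2 were 0.721 ± 0.0583 (SD, n = 12 animals) times those with TopHat2. Rows with a number added to the accession went lower, 79 of 108 against 26 higher, with a median of -2.01. NM_014764 had 244 ± 39.3 counts per animal with TopHat2 and 0 in every animal with Bowtie2, at least 976-fold lower (floor of 3 counts summed over the 12 animals, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).
With TMM scaling, 3425 transcripts were higher and 4315 lower, and with DESeq2 and its size factors 2893 were higher and 4409 lower. Without the animal as a block, 2869 transcripts passed the threshold, and 4334 passed with a Bonferroni correction.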

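Of 13109 transcripts tested between Stampy and TopHat2 in the baseline samples, 10614 were higher with Stampy and 1199 were lower at an adjusted p under 0.05 (edgeR's quasi-likelihood test, animal as a block). Counts lay within 2-fold for 70.2% of the transcripts, the median log2 difference was 0.43, and the summed counts with Stampy were 1.22 ± 0.0224 (SD, n = 12 animals) times those with TopHat2. For NM transcripts the median was 0.37, with 9097 of 11298 higher and 1030 lower. For NR transcripts it was 1.57, with 1517 of 1811 higher and 169 lower. By summed counts the NR ratio was the smaller, at 1.07 ± 0.125 against 1.22 ± 0.0212 for NM transcripts (SD, n = 12 animals). The differences were larger at lower counts. Among the 3277 transcripts with mean counts of 36.9 to 139 the median was 0.59, and among the 3277 with mean counts of at least 601 it was 0.27. The row NM_001636_1, 1 of 2 rows of its accession, had 6724 ± 1543 counts per animal with Stampy and 0.917 ± 1.08 with TopHat2 (log2 difference 12.66, approximate standard error 0.05, adjusted p = 1.1e-21 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the 2 rows summed the log2 difference was 0.31 (adjusted p = 1.6e-09).
With TMM scaling, which removes the general difference between methods by construction, the median moved to -0.03, and 5343 transcripts were higher and 5895 lower. Without the animal as a block, 7614 transcripts passed the threshold.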

TopHat2 and Stampy are similar, with Stampy obtaining slightly higher gene counts for the most divergent genes. These results are in accordance with the mapping rate differences.

**Figure 5:**
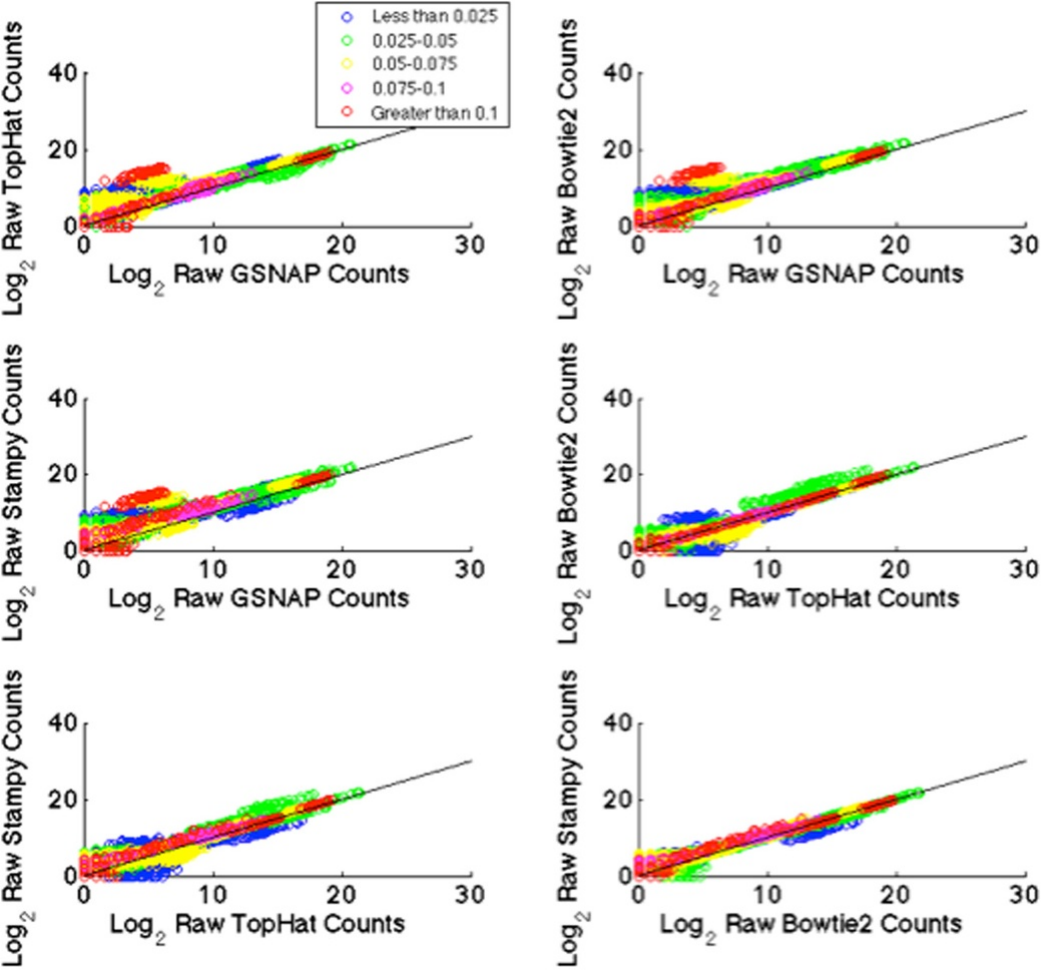
**Read Count Comparison by Evolutionary Distance.** Each scatter plot shown compares the number of reads assigned to genes by each of the mapping methods, stratified by evolutionary distance. Each panel shows a pairwise comparison of read counts between two methods. Each point indicates a particular gene in a single sample, the *l* *o* *g*_2_ raw read count in two methods. Points above the diagonal indicate higher read counts in the Y-axis method, while points below indicate higher read counts in the X-axis method.

## Conclusions

We present a comparison of reference-based mapping methods for mapping Non-Human Primate RNA-Seq data to a human reference. Four different mapping approaches against the reference genome, and two mapping approaches against the reference transcriptome were assessed using mapping rates, mapping locations, detected transcripts, correlation of gene expression, and differential expression analysis. Table 4 shows a summary of our comparison of the reference-based mapping methods, when default parameter settings are used. We show that when aligning RNA-Seq reads to a surrogate reference, it is important to consider the intricate details of the methods used. We have found that the use of shorter seeds, allowance of mismatches within seeds, and the allowance for alignment gaps in addition to splice junctions are essential for sensitive read mapping. Specifically, a seed length of approximately 15 bp, allowing a single mismatch within seeds, and allowing for at least 2 gaps and/or splice junctions in spliced alignments will facilitate very sensitive read mapping. When utilizing the default behaviors of the methods compared here for mapping NHP data to a human reference, we recommend Stampy for maximum sensitivity within known genes. However, it should be noted that all methods have adjustable alignment parameters, and in most cases could be optimized for more sensitive alignment. With the proper parameter settings, each may achieve suitable sensitivity for reference-based mapping of NHP species. We also point out that a major limitation of reference-based mapping of NHP data to a human reference will not identify all genes that may be implicated in a particular phenotype. This will likely depend on the evolutionary distance between species, and on the conservation of the genes of interest. However, for exploratory purposes and hypothesis generation, reference-based mapping of NHP data may have great utility.

**Table 4:** **Summary of comparison results**

Method	Mapping	Intragenic	Detected	Detected	Gene
	Rate	mapping rate	transcripts	divergent transcripts	Expression***r*** ^2^
Transcriptome Mapping with Bowtie2	◐		◐	◐	
Transcriptome Mapping with Stampy	◐				
Genome Mapping with Bowtie2			◐	◐	◐
Genome Mapping with Stampy			◐	◐	
Genome Mapping with TopHat2	◐	◐	◐	◐	◐
Genome Mapping with GSNAP			◐	◐	◐

- Good, ◐ - Better,  - Best.

## Methods

### Study samples

We obtained data from 12 adult male colony-bred yellow baboons (*Papio cynocephalus*), inoculated with five different levels of *Streptococcus pneumoniae*, a bacterial pathogen causing pneumonia [25]. Animals were housed in the Duke University Vivarium (Durham, NC) and handled in accordance with American Association for Accreditation of Laboratory Animal Care guidelines. The experimental protocol was approved by the Duke University Institutional Animal Care and Use Committee.

The bacterial doses administered to the participants included 10 ^9^ colony forming units (CFU) (n = 4), 10 ^8^ CFU (n = 3), 10 ^7^ CFU (n = 1), 10 ^6^ CFU (n = 1), and 0 CFU (n = 3). Peripheral blood samples for gene expression analysis were taken at five different time points - immediately before inoculation, and 6, 24, 48, and 168 hours following inoculation. Antibiotics were administered immediately following the 48 hour time point. Each participant was evaluated to determine clinical pneumonia status using pre-determined criteria. A participant was classified as developing clinical pneumonia if each of the three following conditions were met:

-  A white blood cell count of greater than 15,400, less than 3,400, a 2–fold change from baseline measurement, or greater than or equal to 90% neutrophilia at 24 or 48 hours.
-  A positive culture of *Streptococcus pneumoniae* from Bronchoalveolar Lavage (BAL) or blood samples at 48 hours.
-  Any one or more of the following at 24 or 48 hours:
  - Heart rate of greater than 100 bpm
  - A 25% or greater increase in respiratory rate from baseline
  - Positive indication of infiltrate on a chest X-ray
  - Decreased Activity
  - Decreased Food Intake
  - A fever of 38.2 degrees Celsius or greater
  - Cough
  - Nasal Discharge

Three of the 60 samples did not meet RNA quality standards. Table 2 shows the participants meeting clinical criteria at 48 hours. Sequence data at baseline for all participants has been deposited in NCBI’s Gene Expression Omnibus [26] and are accessible through GEO Series accession number GSE57485 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57485).

### RNA isolation and library preparation

Samples were collected in PreAnalytiX PAXgene Blood RNA collection tubes, and total RNA was isolated using the PreAnalytiX PAXgene Blood RNA miRNA isolation kit. RNA quality was assessed using Agilent Bioanalyzer and Nanodrop spectrophotometry, and samples with RNA integrity number greater than or equal to 7, and greater than or equal to 1 microgram of RNA were deemed sufficient for RNA-Seq. Abundant globin transcripts were depleted with the GlobinClear Globin RNA Reduction for RNA-Seq protocol. The fragment library was prepared with the Illumina TruSeq RNA Seq protocol, and Illumina HiSeq RNA Sequencing was performed, run in 6-plex per flow cell lane, obtaining 50 bp paired-end reads.

### Read quality control and trimming

Read quality analysis was performed on the raw data using FastQC version 0.10.1 [27]. Quality trimming and adapter clipping were performed using Trimmomatic version 0.25 [28], trimming trailing bases below quality 20, clipping Illumina adapters, and discarding clipped reads shorter than 25 bp. FastQC was used to re-assess the integrity of the clipped reads prior to subsequent mapping and analysis. Reads whose mates were discarded due to quality trimming and length constraints were removed from the fastq files used for mapping. Table 2 shows the number of read pairs in millions for each sample, before and after quality trimming.

### Read mapping

The Illumina iGenomes UCSC hg19 human reference genome and annotation was used as a reference, downloaded March 2013. To generate a fasta file of transcripts for a reference transcriptome, the BEDTools “getfasta” utility version 2.17.0 [29] was used to extract the transcript sequences specified by coordinates in the Ensembl GTF file, from the reference genome sequence. Both the Ensemble reference annotation and genomic sequence files were those included in the iGenomes download. Clipped reads were mapped to the hg19 genome and transcriptome using Bowtie2 version 2.0.6. [12], and Stampy version 1.0.17. [11]. Clipped reads were mapped to the hg19 human genome using Tophat version 2.0.7 [19], and GMAP (GSNAP) version 2013-03-12 [18]. Default parameter settings were used for all methods. SAM/BAM conversions, sorting, indexing, and marking of PCR duplicates were performed with SAMtools version 0.1.18 [30] and Picard version 1.83 [31].

### Quantification and normalization

Read counts for each transcript were obtained with HTSeq [32], specifically the intersection-nonempty mode of htseq-count. When quantifying expression for differential expression analysis, only the primary alignments for each read were counted by HTSeq. For the purpose of this manuscript, we investigated the default sensitivity of each mapping method when mapping NHP RNA-seq data to a human reference, and so the reporting of suboptimal alignments was not critical. Conditional Quantile Normalization (CQN) was used to obtain normalized gene expression estimates [33].

### Mapping comparisons

To compare the reference-based mapping methods, we examined several mapping metrics including mapping rates, mapping locations, transcripts detected, mate pair concordance, and coverage over transcripts. All mapping metrics were computed with RNA-SeQC version 1.1.7 [22], for the entire gene set, as well as subsets of genes in Gene Ontology [24] functional groupings, and evolutionary distance groupings. See the corresponding methods sections for more details on the generation of these gene lists.

#### Functional groups

To assess the number of detected genes within different functional groupings, we took the sets of genes present within each of the 23 top-level biological process ontology terms to generate 23 functional group gene lists. BEDtools version 2.17.0 [29] was used to select reads mapping to each gene list from each of the BAM files, which were then analyzed with RNA-SeQC to determine the number of detected genes.

#### Evolutionary distance groups

To assess the number of detected genes at various evolutionary distances, we obtained the mRNA sequence of all olive baboon (*Papio anubis*) RefSeq genes from the UCSC genome browser, and determined the human ortholog and evolutionary distance of each reference baboon gene. Orthologs were found by performing a BLASTN [34] search against the human transcriptome, and taking the top hit by percent identity. Jukes-Cantor distances [35] were then computed between the orthologous sequences. Five subset gene lists were created using evolutionary distance: greater than or equal to 0.1 (n = 19), less than 0.1 and greater than or equal to 0.075 (n = 20), less than 0.075 and greater than or equal to 0.05 (n = 62), less than 0.05 and greater than or equal to 0.025 (n = 202), and less than 0.025 (n = 155). As with the functional gene lists, BEDtools version 2.17.0 [29] was used to select reads mapping to each gene list from each of the BAM files.

#### Differential expression analysis

For each of the four mapping methods, we determined the differentially expressed transcripts using edgeR [36]. The CQN package was used to compute gene-specific correction factors, or offsets, and these offsets were provided to the glm functions of edgeR to correct for GC content and transcript length biases. This procedure is detailed in the cqn manual [37]. Across methods, we report the number of shared genes exhibiting significant differential expression (p <0.05 after Bonferonni correction) between healthy participants, and participants with clinical pneumonia at maximal symptoms (48 hours). A 4-way venn diagram web tool was used to generate figures of overlapping DE genes [38].

### Computational resources

All read mapping and quality control analyses were performed on the Duke Shared Computing Resource, a cluster of Intel x86 compute notes running Linux. Each sample using each mapping method was run on a single node with 16 GB of memory.

## Electronic supplementary material

Additional file 1: **Supplementary Figures illustrating all pairwise Spearman correlations between samples (Figure S1), boxplots of Spearman correlations between baseline samples (Figure S2), and Read count comparisons stratified by evolutionary distance for genome mappings with Bowtie2 and Stampy (Figure S3).**

## Abbreviations

BAL: Bronchoalveolar lavage
BWT: Burrows-wheeler transform
CFU: Colony forming unit
DE: Differentially expressed
NGS: Next generation sequencing
NHP: Non-human primate.

# Supplementary material for: Comparing reference-based RNA-Seq mapping methods for non-human primate data
**Source:** BMC Genomics. 2014 Jul 7;15(1):570. doi: 10.1186/1471-2164-15-570
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures illustrating all pairwise Spearman correlations between samples (Figure S1), boxplots of Spearman correlations between baseline samples (Figure S2), and Read count comparisons stratified by evolutionary distance for genome mappings with Bowtie2 and Stampy (Figure S3).

Additional file 1: Figure S1 – Overall Rank-based Correlation of Gene Expression

Additional file 1: Figure S1 shows a heat map of all pairwise Spearman correlations between gene expression of each sample computed with each of the four mapping methods.

Additional file 1: Figure S2 - Correlation of Gene Expression

Additional file 1: Figure S2 shows boxplots of the Spearman correlations between gene expression of baseline samples (0 hours), within each method.

Additional file 1: Figure S3 – Read Count Comparison by Evolutionary Distance

Additional file 1: Figure S3 shows scatter plots comparing the number of reads assigned to genes by each of the mapping methods, stratified by evolutionary distance. The Bowtie2 and Stampy read counts shown are from mapping to the reference genome. Each panel shows a pairwise comparison of read counts between two methods. Each point indicates a particular gene in a single sample, the log_2_ raw read count in two methods. Points above the diagonal indicate higher read counts in the Y-axis method, while points below indicate higher read counts in the X-axis method.

How the deposited data were processed for this re-analysis (not part of the article)

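RNA-Seq counts of 12 yellow baboons at baseline (0 hours), 1 sample per animal, were analysed in 6 tables, 1 for each mapping approach. Samples taken after inoculation were not analysed here, so the comparison of healthy with sick samples was left out.

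According to the paper's methods and the submitters' processing notes, the authors trimmed the paired reads with Trimmomatic 0.25 and mapped them with Bowtie2 2.0.6, Stampy, TopHat2 2.0.7 and GSNAP at default settings to the human genome (hg19), and with Bowtie2 and Stampy also to the transcriptome. They counted reads per transcript with the intersection-nonempty mode of htseq-count (HTSeq 0.5.4), over primary alignments. In that mode a read whose aligned position fits several transcripts equally well is assigned to none of them. According to the paper, Bowtie2 and Stampy report 1 of several equally good locations at random, so such a read can still be counted. The deposited values are raw counts, whole numbers with no normalization. The paper's text states neither the strand setting of the counting nor whether marked duplicates were removed before it. Without strand, reads of a transcript and of its antisense partner cannot be told apart. The paper names an Ensembl annotation, and the tables have 41970 rows of transcripts named by RefSeq accession, 1330 of them with a number added to the accession. The tables have no row of unassigned reads, and every column belongs to 1 of the 12 animals.

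Columns were matched to animals by their number, which is the only link between them. No sources used here pair accessions with gene names. For this reason the gene lists written before the data were examined (functional groups, cell types, sex-linked genes) were not used, and neither were the functional groups and evolutionary distances of the paper. No gene set was tested. Groups of transcripts were formed from the accession (NM, NR, added number) and from the mean count, both chosen after the tables were seen.

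The counted share is the sum of counts per 100 read pairs after quality control, as the paper's Table 2 gives them (30500000 to 37200000 per animal). A transcript was detected at 5 counts or more, the minimum the paper gives for RNA-SeQC. Both were compared between methods by an exact paired permutation test over the 12 animals, which takes all 4096 exchanges of sign, two-sided, with Benjamini-Hochberg adjustment over 15 pairs of methods. The smallest p it can give is 0.000488.

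Correlations and distances used log2(count + 1) minus the log2 of the TMM library size, over the 27268 transcripts with at least 1 count in any column. The conditional quantile normalization of the paper needs GC content and length of each transcript and was not repeated. Methods were joined by average linkage of the mean distance over animals.

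Counts of single transcripts were compared in 8 pairs of methods with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with the animal as a block, read pairs after quality control as library size, a filter on low counts (filterByExpr) and an adjusted p under 0.05 (Benjamini-Hochberg). The block follows from the design, since the 2 columns of an animal are the same reads. As a check of this pairing, every animal's column correlated best with its own column in the other tables (12 of 12). Standard errors were computed from the log2 fold change and the F statistic and are approximate. The rule for named transcripts takes the 5 largest differences in each direction among those past the threshold, with a mean count of at least 100 in 1 of the methods and the same direction in all 12 animals. Of these at most 2 in each direction are printed, because the files do not pair accessions with names. Against a group at 0 a fold is a lower bound from a floor of 3 counts summed over the 12 animals. Such floors cover counting error only. The test was also run on simulated data. With 12 pairs of columns and TopHat2 means over 11514 genes, it recovered 94.0% of 67 genes changed 1.5-fold and 100% of 67 genes changed 2-fold, with 13 false calls among 208. There the dispersion was set by hand, reads were not shared between the 2 columns and few genes were changed. These rates are therefore not the power in the real tables. With 7 against 5 animals over 11640 genes the test recovered 7.46% of the genes changed 1.5-fold and 67.2% of those changed 2-fold. This run used 1 dispersion, 0.0736, for all genes.

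Total counts per column were 7249470 to 18911340. No 2 animals of a table were duplicates, as the smallest chi-square per degree of freedom between 2 columns was 27.4. Alternatives set before the data were examined covered the count minimum, thinning to equal depth, the scaling, the added count, the transcripts used, the linkage, DESeq2 in place of edgeR, the filter, the block and a Bonferroni correction. Alternatives added after seeing the data left out animal 11 or summed the rows of each accession. Analyses used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.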

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

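The test across all 6 tables for animal 11 was chosen after the result was seen; the other tests of this part were set before their results.

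In the TopHat2 table, the 10 most abundant transcripts took 36.1% of the counts of animal 11 and 12.3% to 18.7% of those of the other 11 animals, a difference the paper does not report. Only 3 of the 10 were higher in animal 11 than in every other animal, the median ratio to the mean of the others was 0.859, and 1 transcript alone took 16.7% of its counts, so a few transcripts carry the excess. The share of animal 11 lay above that of every other animal in 6 of 6 tables, which argues against an effect of 1 mapping method. Without these transcripts the mean correlation of animal 11 with the other animals was 0.981, within the range of the others (0.977 to 0.982), but it was the same with them, so this correlation cannot decide whether the excess is limited to these transcripts. A step of the library preparation such as globin depletion that worked less well in this animal, or a higher level of a few transcripts in its blood, could give this pattern; neither was tested, as the files do not pair accessions with gene names. The 12 animals are 1 group at baseline, so the design gives no biological contrast for it.

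Rows with a number added to the accession held 5.36% ± 1.11 (SD, n = 12 animals) of the counts in the Stampy-G table, 4.21% ± 0.884 with Bowtie2-G, 3.56% ± 0.740 with TopHat2 and 1.93% ± 0.40 with GSNAP, but 0.869% ± 0.179 with Bowtie2 and 0.473% ± 0.0858 with Stampy. Between Bowtie2-G and TopHat2, 79.7% of 64 tested rows of accessions with several rows differed at least 2-fold, against 23.0% of 11100 other rows. This is another set, since some rows with an added number are the only row of their accession. Of 114 tested rows with an added number, 20 were at least 2-fold higher and 19 at least 2-fold lower with Bowtie2-G. The cause of the different shares of counts between the tables was not tested. After summing the rows of each accession the share was 52.2% of 46 accessions, still 29.1 percentage points above the others (95% interval 14.7 to 43.6). For these 2-fold differences, this argues against a split of reads between rows of 1 accession as the whole cause. Summing does not restore shared reads that 1 method left uncounted, so it does not decide on those. A split of reads may still account for part of the differences, since the gap before summing was 56.7 percentage points (95% interval 46.8 to 66.5). That interval takes rows of 1 accession as independent. Reads shared with transcripts of other accessions stay open, and no biological explanation was tested, because both methods mapped the same reads.

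Although Stampy detected the most transcripts, 37 transcripts had at least 5 counts in all 12 animals with GSNAP and fewer than 5 in every animal with Stampy, 15 of them with a number added to the accession.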

How the results depend on the processing

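Leaving out animal 11 and summing the rows of each accession were chosen after the data were seen; the other alternatives were set before that.

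Without animal 11 the counted share of each of the 6 methods stayed within its SD, and so did every correlation within and between methods and every detection count. The restriction to features listed in all 6 tables changes nothing, because every table has the same rows, and is no test of stability either. With a minimum of 1 count the mean number of detected transcripts was 18115 with Bowtie2, 22291 with Stampy, 16216.5 with Bowtie2-G, 17639 with Stampy-G, 17086 with TopHat2 and 14595.5 with GSNAP. With a minimum of 10 counts it was 11862, 14194, 10180, 11379, 11435 and 9241, in the same order. With every column thinned to the smallest total it was 12139.5 with Bowtie2, 14008 with Stampy, 10836 with Bowtie2-G, 11469 with Stampy-G, 11697 with TopHat2 and 10378 with GSNAP. Fewer or more transcripts pass by construction. The differences between methods kept their direction and their side of the threshold in these 3 settings and without animal 11, except that Stampy-G minus TopHat2 turned to -55.8 with a minimum of 10 and to -228 after thinning; the cause was not tested.

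The mean Pearson correlation between baseline samples was 0.988 with each of the 6 methods on the log2(CPM + 5) scale. Over transcripts that passed the filter in every table it was 0.968 with Bowtie2, 0.969 with Stampy, 0.967 with Bowtie2-G, 0.967 with Stampy-G, 0.968 with TopHat2 and 0.966 with GSNAP, and over all listed transcripts 0.985, 0.984, 0.983, 0.983, 0.985 and 0.983. On the log2(CPM + 0.1) scale Stampy had 0.980. The Spearman means were 0.968, 0.969, 0.966, 0.967, 0.968 and 0.965 after the filter and 0.930, 0.949, 0.922, 0.930, 0.937 and 0.917 over all listed transcripts. Between methods, in the order log2(CPM + 5), log2(CPM + 0.1), filtered and all listed, the Pearson correlation was 0.985, 0.971, 0.979 and 0.976 for Bowtie2 and TopHat2, 0.940, 0.888, 0.913 and 0.895 for Stampy and GSNAP, and 0.993, 0.987, 0.987 and 0.987 for Bowtie2-G and Stampy-G. In each of these settings Bowtie2-G and Stampy-G ranked first and Stampy and GSNAP last in all 12 animals. The Spearman correlation, filtered and all listed, was 0.980 and 0.933 for Bowtie2 and TopHat2 and 0.986 and 0.955 for Bowtie2-G and Stampy-G, and after the filter 0.908 for Stampy and GSNAP. The distance of Bowtie2 and TopHat2 was 46.1 with log2(CPM + 5), 146 with log2(CPM + 0.1) and 37.9 after the filter. That of Bowtie2-G and Stampy-G was 31.7, 102 and 30.3 in these settings, 122 over all listed transcripts and 128 with DESeq2 size factors. The DESeq2 size factors do not scale for the different totals of the tables. Distances depend on the scale and number of transcripts by construction; for the correlations the cause was not tested.

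Of 64 recomputed numbers of transcripts with different counts, 55 stayed within 1.5 times the main number. With no filter on low counts more transcripts were tested, and 22934 passed for Stampy against GSNAP, 20068 for Stampy against TopHat2 and 17658 for Stampy against Bowtie2. Without the animal as a block the pairing of columns is lost, and 2869 passed for Bowtie2 against TopHat2, 7614 for Stampy against TopHat2, 6562 for Stampy against Bowtie2, 4192 for Bowtie2-G against TopHat2 and 5240 for Stampy-G against Bowtie2-G; it changed no other number by over 1.5 times. With a Bonferroni correction 4334 passed for Bowtie2 against TopHat2. TMM and the size factors that DESeq2 estimates over both methods remove the general difference in assigned reads by construction. The share of called transcripts that were higher in the first method is therefore not the same measure as with read pairs as library size. With TMM it was 47.0% for TopHat2 against GSNAP, 48.7% for Bowtie2 against GSNAP, 44.3% for Bowtie2 against TopHat2, 47.5% for Stampy against TopHat2, 44.5% for Stampy against Bowtie2, 59.2% for Bowtie2-G against TopHat2 and 46.9% for Stampy-G against Bowtie2-G. With DESeq2 and its size factors it was 49.4%, 50.3%, 39.6%, 47.7%, 45.5%, 58.9% and 44.5%, in the same order. For Stampy against GSNAP it moved to 55.6% with TMM and 58.0% with DESeq2. With DESeq2 and read pairs as size factors all 8 shares kept their side.

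Between animals that later met the criteria for pneumonia and the others, 0 transcripts were called in 21 of 22 alternatives, all with edgeR, and 20 with DESeq2; the cause was not tested. Gene lists, cell types and evolutionary distances were not run. Low counts limit detection: a transcript below 5 counts in an animal is not shown to be absent.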

Differences from the paper's values

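The paper gives the mean number of detected transcripts over all of its samples as 31615 with Bowtie2, 37585 with Stampy, 28128 with Bowtie2-G, 29175 with Stampy-G, 31338 with TopHat2 and 27264 with GSNAP, counted by RNA-SeQC. Over the 12 baseline samples and the deposited counts the means were 13469, 16582, 11753, 13076, 12982 and 10601, in the same order. Of the alternatives set before the data were examined, only the minimum of 1 count could raise these numbers, and it brings none of the 6 to the paper's. The minimum of 10 and thinning can only lower them, and the shared features are the same in every table, so these 3 do not reach the paper's values either, by construction.

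The paper's correlations and distances rest on conditional quantile normalization, which was not repeated here and is in none of the alternatives. They are therefore not the same measure as the values here and below. For Stampy the paper gives a mean correlation between baseline samples of 0.983, and the value here was 0.976. The 2 no longer differ by more than the paper's SD with log2(CPM + 0.1) (0.980) and over all listed transcripts (0.984), and they still differ with log2(CPM + 5) and the filter on low counts. DESeq2 size factors leave every correlation of this part as it is by construction. The lowest correlation of any pair is 0.9314 in the paper and was 0.968 here; only the filter on low counts, with 0.923, reaches the paper's value.

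Between Bowtie2-G and Stampy-G the paper gives correlations from 0.9805 to 0.9877, and those here were from 0.984 to 0.985. The upper end is reached with log2(CPM + 0.1), with the filter and over all listed transcripts (0.988 each), and the lower end under none of the alternatives set before the data were examined. Between Stampy and GSNAP the paper gives 0.8690 to 0.9047, and those here were 0.872 to 0.883; each end differed under every such alternative. The distance of Bowtie2-G and Stampy-G is about 210 in Fig. 3C, read by eye, and was 112 here, and none of the alternatives set before the data were examined reaches the paper's value.

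The paper states that Bowtie2 and TopHat2 have the shortest distance between expression estimates, and that Stampy joins last. Here, without the paper's conditional quantile normalization, Bowtie2-G and Stampy-G joined first, at 112, and Bowtie2 and TopHat2 joined at 157. Stampy joined last only with complete linkage, at 309, and with DESeq2 size factors, at 306. These size factors were estimated within each table and leave the different totals of the tables in the distances. With log2(CPM + 5) and with the filter on low counts Stampy joined Bowtie2 second of all, at 44.6 and 35.2, ahead of TopHat2. The paper states that the numbers of transcripts detected by Bowtie2 and TopHat2 did not differ significantly. Its numbers come from RNA-SeQC over samples of all time points and those here from htseq-count over the baseline samples with a paired test, so the 2 are not the same measure, for this and the next pair of methods. Here Bowtie2 detected 486 more on average, in 12 of 12 animals, while the order of Stampy first and GSNAP last was that of the paper. The paper places Stampy-G below TopHat2 in detected transcripts. Here Stampy-G detected 93.3 more on average, and the order turned with a minimum of 10 counts, to -55.8, and after thinning, to -228. The paper describes the Spearman correlations between baseline samples as similar to the Pearson correlations and slightly lower. Here, with log2(count + 1) over transcripts with at least 1 count in any column, Spearman correlations were lower with each method. In that setting Stampy was highest by Spearman, at 0.957, and lowest by Pearson. The Pearson rank depended on the setting, as another method was lowest with the other added counts and over all listed transcripts. After the filter on low counts Stampy was highest by Pearson, at 0.969.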

Other observations

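The tests on the minimum of 1 count, on exchanges of methods within animals and on calls by later pneumonia were chosen after their results were seen; those on neighbouring accession numbers and on unadjusted p-values by later pneumonia were set before.

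Differences between methods were larger for transcripts with lower counts, in 4 groups by mean count that were formed after the tables were seen. The lowest group is not compared, because the filter passes a transcript with a low mean count more easily if it is high with 1 of the 2 methods. Between Stampy and GSNAP the median log2 difference was 1.91 over the 3157 transcripts with mean counts of 35.0 to 123, 1.18 over the next 3158 and 0.91 over the 3159 with mean counts of at least 528. Between Stampy and Bowtie2 it was 0.46 in the lowest group compared and 0.26 in the highest, and between TopHat2 and GSNAP 0.85 and 0.58. Bowtie2 and TopHat2 had medians of 0.02 and 0.00, but 327 transcripts were at least 2-fold higher and 150 at least 2-fold lower with Bowtie2 in the lowest group compared, against 32 and 54 in the highest. These numbers come from edgeR's quasi-likelihood test with the animal as a block.

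Animals that later met the clinical criteria for pneumonia (7) were compared at baseline with those that did not (5), of which 3 were given 0 CFU. With edgeR's quasi-likelihood test, 0 of 11604 transcripts passed an adjusted p under 0.05 in the TopHat2 table (smallest adjusted p = 0.447, Benjamini-Hochberg), and 993 (8.56%) had an unadjusted p under 0.05. DESeq2 called 20 in the same table, with 1090 at an unadjusted p under 0.05. Among the inoculated animals alone there were 0 calls by edgeR and 494 transcripts (4.01%) at an unadjusted p under 0.05, a share below 5%. The other 5 tables also had 0 calls by edgeR, with 820 transcripts (GSNAP) to 1192 (Stampy) at an unadjusted p under 0.05. Of 100 splits of the animals into 7 and 5, 16 had as many transcripts at an unadjusted p under 0.05 as the real split, and the highest other split had 1762, so chance cannot be excluded. For calls at an adjusted p under 0.05 the splits cannot inform on chance, because the real split had 0 and all 100 have at least as many by construction (1 in the highest other). The comparison rests on the numbering of the columns, and later status goes with dose, so it cannot be read as a predictor. In simulated data with 7 against 5 animals, 67.2% of genes changed 2-fold were recovered. The simulation used 1 dispersion for all genes, so the rate for real transcripts may differ.

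The count tables hold fewer detected transcripts than the paper's numbers from RNA-SeQC. A lower minimum does not account for this: with a minimum of 1 count, the Stampy table had 22291 transcripts per animal, below the lowest number the paper gives for Stampy. Another explanation is that reads shared between transcripts of 1 gene were left uncounted by htseq-count. It may not apply to Bowtie2 and Stampy on the transcriptome, since the paper describes both as reporting 1 of several equally good locations at random. Among NM transcripts with accession numbers of 9 digits, those with a direct neighbour in the list, as transcripts registered together have, were at 0 in all tables more often, in 54.7% of 11863 against 40.2% of 2373 (14.5 percentage points, 95% interval 12.3 to 16.7, Fisher's exact test, two-sided p = 4.1e-38). The same comparison gave 10.4 percentage points for NR transcripts but -6.36 for NM transcripts with numbers of 6 digits. A transcript at 0 in all tables is also at 0 with Bowtie2 and Stampy on the transcriptome. The test therefore does not decide whether shared reads account for part of the gap. Bowtie2 and Stampy fell short of the paper's numbers as well, with 13469 against 31615 and 16582 against 37585.

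Total counts hardly followed the read pairs of the paper's Table 2. Across the 12 animals the Pearson correlation of TopHat2 totals with read pairs was 0.230 (permutation p = 0.475) and Spearman's rho 0.102 (permutation p = 0.754). Without the 2 animals farthest from the median number of read pairs, r was -0.375. In none of the 6 tables was the adjusted p of r below 0.680 (Benjamini-Hochberg over 6 tables).

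To test the numbers of transcripts with different counts, the 2 methods were exchanged within randomly chosen animals in 30 splits per comparison, the real one included. In all 8 comparisons 1 of the 30 splits, the real one, had as many calls. Both columns of an animal are fixed mappings of the same reads, so exchanging them in some animals cancels a difference that repeats over animals. The outcome therefore restates that the differences repeat over animals, and it gives no separate evidence on chance. The real number and the highest of the other splits were 10372 and 9464 for TopHat2 against GSNAP, 10691 and 9752 for Bowtie2 against GSNAP and 12418 and 11498 for Stampy against GSNAP. These high values came from splits that exchanged 2 of the 12 animals and so kept most of the real arrangement, and the median of the other splits was 0. For Bowtie2 against TopHat2 the numbers were 7455 and 0, for Stampy against TopHat2 11813 and 0, and for Stampy against Bowtie2 11270 and 1. For Bowtie2-G against TopHat2 they were 8799 and 0, and for Stampy-G against Bowtie2-G 9845 and 0.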
